# Transcriptome dynamics in early in vivo developing and in vitro produced porcine embryos

**DOI:** 10.1186/s12864-021-07430-7

**Published:** 2021-02-27

**Authors:** Vera A. van der Weijden, Meret Schmidhauser, Mayuko Kurome, Johannes Knubben, Veronika L. Flöter, Eckhard Wolf, Susanne E. Ulbrich

**Keywords:** Transcriptomics, Porcine, Embryo development, In vivo embryo development, in vitro fertilization

## Abstract

**Background:**

The transcriptional changes around the time of embryonic genome activation in pre-implantation embryos indicate that this process is highly dynamic. In vitro produced porcine blastocysts are known to be less competent than in vivo developed blastocysts. To understand the conditions that compromise developmental competence of in vitro embryos, it is crucial to evaluate the transcriptional profile of porcine embryos during pre-implantation stages. In this study, we investigated the transcriptome dynamics in in vivo developed and in vitro produced 4-cell embryos, morulae and hatched blastocysts.

**Results:**

In vivo developed and in vitro produced embryos displayed largely similar transcriptome profiles during development. Enriched canonical pathways from the 4-cell to the morula transition that were shared between in vivo developed and in vitro produced embryos included oxidative phosphorylation and EIF2 signaling. The shared canonical pathways from the morula to the hatched blastocyst transition were 14–3-3-mediated signaling, xenobiotic metabolism general signaling pathway, and NRF2-mediated oxidative stress response. The in vivo developed and in vitro produced hatched blastocysts further were compared to identify molecular signaling pathways indicative of lower developmental competence of in vitro produced hatched blastocysts. A higher metabolic rate and expression of the arginine transporter *SLC7A1* were found in in vitro produced hatched blastocysts.

**Conclusions:**

Our findings suggest that embryos with compromised developmental potential are arrested at an early stage of development, while embryos developing to the hatched blastocyst stage display largely similar transcriptome profiles, irrespective of the embryo source. The hatched blastocysts derived from the in vitro fertilization-pipeline showed an enrichment in molecular signaling pathways associated with lower developmental competence, compared to the in vivo developed embryos.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07430-7.

## Background

In pigs and humans, embryo development is under maternal control until the 4-cell stage [1, 2]. Until this stage, proteins and RNA, stored in the oocyte, control embryo development. The embryonic cells contain inactive nucleolus precursor bodies [3]. After embryonic genome activation (EGA), embryonic control commences at around day 3 post fertilization [1]. The inactive nucleolus precursor bodies transform into functional nucleoli [3]. These nucleoli exhibit functional components including fibrillar centers containing rRNA genes and enzymes facilitating transcription, dense fibrillary components containing nascent rRNA and enzymes required for its processing, and granular components containing large ribosomal subunits and enzymes required for packaging [3]. Compaction is initiated in the oviduct by the 8- to 16-cell stage, and by day 4, the morula is formed [1, 3]. Blastulation takes place in the uterus and during this process, the outer embryonic cells connect by tight junctions and desmosomes, thereby sealing the expanding blastocoel [3]. The blastocyst is formed by day 5 after fertilization and consists of lipid containing inner cell mass and trophectoderm cells [1, 3]. At day 7 of development, the embryo hatches from the zona pellucida and increases in size until day 10 of development [4]. Up to the blastocyst stage, embryos can be produced and cultured in vitro. Despite ongoing efforts to improve the quality of in vitro produced blastocysts, these embryos are less competent than in vivo developed blastocysts [5]. Therefore, it is important to understand which molecular pathways are affected by the in vitro embryo production pipelines. In vivo*,* the embryo starts to rapidly elongate by day 11 of development and secretes estradiol-17β (E2) as primary recognition of pregnancy signal [6]. The secretion of embryonic E2 coincides with the endometrial expression of E2-regulated genes [7]. The transition of the hatched blastocyst to an elongated embryo takes place rapidly [8].

A dynamic and embryonic developmental stage-specific mRNA expression has been shown in various species [9, 10]. Single-cell RNA sequencing of murine and bovine embryos revealed a transcriptional variation of single blastomeres [10, 11]. Single murine blastomeres showed an increasing transcriptional variation with developmental progression [10]. Similar findings have been reported for stem cell differentiation. Stem cells had a more uniform transcriptome profile compared to differentiated cells [12]. The single cell reconstruction of murine preimplantation development showed distinct developmental stage-dependent clusters, i.e., 2-cell, 4-cell, 8-cell and 16-cell stage embryos, while single cells from the early, mid and late blastocyst clustered together [10]. In pigs, the transcriptional changes of embryos around the time of EGA (2- and 4-cell stage embryos) have been investigated in both in vivo developed and in vitro produced whole embryos, aiming at gaining insights into the mechanisms that lead to reduced developmental potential of in vitro produced embryos [13]. In vitro produced embryos displayed altered transcript levels for apoptotic factors, cell cycle regulation factors and spindle components, as well as transcription factors, collectively contributing to reduced developmental competence of in vitro produced embryos [13]. To understand the species-specific regulatory networks involved in EGA, the first lineage commitment and the primitive endoderm differentiation, Cao et al. (2014) evaluated the expression of putative inner cell mass (ICM) and trophectoderm (TE) markers in oocytes, 1-cell, 2-cell, 4-cell, 8-cell embryos, morulae, early blastocysts, and expanded blastocysts [14]. By comparing the transcriptome changes with those of mouse and human pre-implantation embryos, a unique pattern was found in pig embryos [14]. In addition, the global gene expression pattern was different in somatic cell nuclear transfer (SCNT) embryos compared to in vivo developed embryos [14]. The pig EGA was confirmed to take place at the 4-cell stage, while this only appeared at the 8-cell stage in SCNT embryos [14]. The differentially expressed genes from the hatched blastocyst to tubular and filamentous embryos included glycolytic enzymes that are potentially regulated by estrogen [15, 16].

To date, the developmental competence, as well as pregnancy rates after transferring in vitro produced porcine embryos remain low [17]. This can, in part, be attributed to aberrant chromatin dynamics [18]. Compared to in vivo produced embryos, in vitro produced embryos showed developmental stage-dependent altered chromatin dynamics. Already at the two-cell stage, they displayed aberrant chromatin-nuclear envelope interactions [18]. In vitro produced embryos showed global chromatin remodeling imperfections and failed to establish a proper first lineage segregation at the blastocyst stage [18]. To improve the developmental competence of in vitro embryos, it is crucial to elucidate their transcriptional profile during pre-implantation development. In this study, we aimed at furthering the understanding of early embryo development, and to identify molecular pathways that could explain lower developmental competence of in vitro produced hatched blastocysts.

## Results

### Samples and RNA sequencing

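The embryos spanned the passage from maternal to embryonic transcription. They were 5 in vivo developed and 5 in vitro produced embryos at the 4-cell stage, 10 and 10 morulae, and 10 and 10 hatched blastocysts. The in vivo embryos were flushed 2, 4 and 6 days after insemination, and the in vitro embryos were collected 48, 100 and 174 h after fertilization. Each library held the polyadenylated RNA of 1 embryo, amplified to full-length cDNA with Smart-seq2. The authors aligned the reads to Sus scrofa 11.1 and normalized the values to CPM, the counts per M reads of the effective library size. The values covered 30321 gene identifiers, and those of 49 embryos were whole numbers of reads to within 0.1 reads. The reads assigned to genes were 4.20 ± 1.29 M per embryo (SD) in these 49, with a range from 1.44 to 7.71 M. Differential expression was tested with limma, with a trend of the variance on the mean, on log2(CPM + 1) among genes over 0.5 CPM in at least 1 embryo of either group. DEGs had a Benjamini-Hochberg adjusted p under 0.001 and an absolute log2 fold change over 1. Fold changes on this scale understate the changes of genes with low CPM. In embryos simulated with the depth, mean and dispersion seen here, the test recovered 0 of 50 genes changed 4-fold and 25 of 50 changed 16-fold between in vivo 4-cell embryos and morulae, against 37 and 47 between in vivo morulae and hatched blastocysts. Gene lists written before the values were examined were tested with camera, the competitive set test of limma, at a preset correlation between genes of 0.01.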

RNA sequencing was performed using 50 single embryos (Fig. 1).

**Fig. 1:**
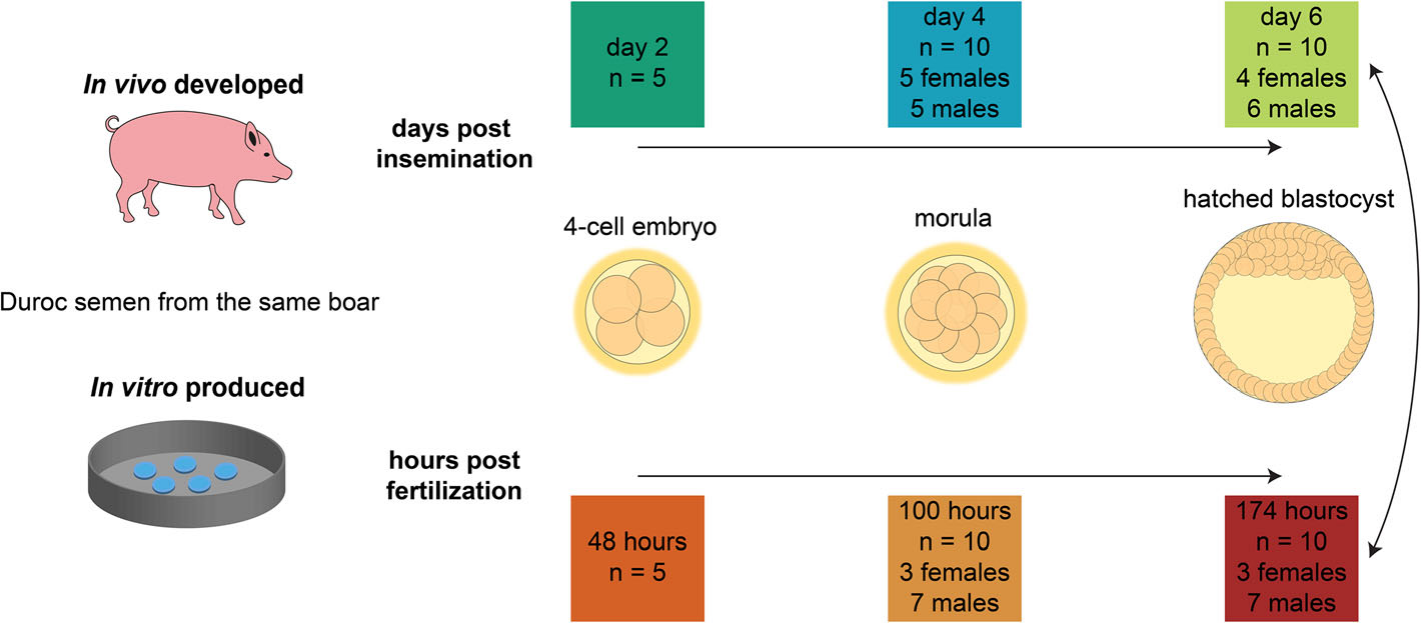
Experimental set-up for single embryo RNA-sequencing. The arrows indicate the between-group analyses

A total of 1405 million raw reads was obtained after RNA sequencing, with a duplication rate of 63 ± 7% (mean ± SD) and a GC content of 45 ± 1% (mean ± SD). The mapping rate after quality filtering was 84 ± 6% (mean ± SD). The number of detected transcripts, defined as any transcript with at CPM > 0.1, increased with developmental progression for the in vivo produced embryos, while it decreased for the in vitro produced embryos (Additional file 1). 

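PTGS2, which makes prostaglandin H2, and DAB2, an endocytic adaptor, were among the transcripts that became abundant along in vivo development. PTGS2 rose from 0.233 ± 0.423 CPM (SD, n = 5) in in vivo 4-cell embryos to 1243 ± 873 CPM (n = 10) in morulae, and DAB2 from 2.22 ± 4.07 to 1113 ± 425 CPM. GDF9, a growth factor of the oocyte, fell in vitro, with 635 ± 138 CPM in 4-cell embryos and 22.7 ± 21 CPM in morulae. Transcripts over 0.1 CPM numbered 10098 ± 2779 (SD, n = 5) in in vivo 4-cell embryos, 13324 ± 1416 (n = 10) in morulae and 14654 ± 380.4 (n = 10) in hatched blastocysts. In vitro the numbers were 16762 ± 611 (n = 5), 15534 ± 974 (n = 10) and 14080 ± 1264 (n = 10). In every embryo 1 read was worth more than 0.1 CPM, so these are transcripts with at least 1 read and depend on depth. From the 4-cell stage to the morula the number changed by 3226 in vivo (adjusted p = 0.024) and by −1228 in vitro (adjusted p = 0.028), in 2-sided exact permutation tests. From the morula to the hatched blastocyst it changed by 1330 in vivo and by −1453 in vitro, each with an adjusted p of 0.00948 from 2-sided permutation tests. After thinning to the same number of reads, which leaves out the in vivo 4-cell embryo B1, the changes from the 4-cell stage were 2627 and −973, each with an adjusted p of 0.0666 from the exact test, and the later in vivo rise was 432 with an adjusted p of 0.171.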

The low number of detected transcripts for the 4-cell in vivo embryos might be the consequence of analyzing 4-cell embryos with a reduced RNA quality, relatively low input and cDNA yield during library preparation (Additional file 2). Given the differences in RNA quality as assessed by the cDNA profile, library smear analyses, and read alignment at the 4-cell, as well as at the morula stage (Additional file 2 and 3), the in vivo developed and in vitro produced embryos were analyzed separately and were not compared to each other. To identify in vitro fertilization pipeline-induced transcriptome differences, the hatched blastocysts were used for an in vivo developed versus in vitro produced comparison.

### Developmental transcriptome dynamics

To provide a developmental stage-specific overview, global developmental transcriptome dynamics were investigated. 

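SLC25A3 and KPNA7 differed strongly between the 4-cell embryos and the morulae in vivo. SLC25A3, the phosphate carrier of the mitochondrial inner membrane on chromosome 5 from 85284405 to 85292336, had 1.18 ± 2.55 CPM (SD, n = 5) in in vivo 4-cell embryos and 2186 ± 702 CPM (n = 10) in morulae. KPNA7, an importin of oocytes and cleavage embryos on chromosome 3 from 6167382 to 6201282, fell from 2865 ± 1984 to 2.42 ± 2.07 CPM. The between-group analysis took log2(CPM + 1) of the filtered genes, found the axes of the group means and projected each embryo onto them. Labelled sex split the morulae and the hatched blastocysts into groups, and the 4-cell embryos of a source formed 1 group.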

Principal component analyses (PCA) were performed separately for the in vivo developed and in vitro produced embryos and showed a clear developmental stage-specific clustering of the embryos (Fig. 2a and b). For the in vivo developed embryos, PC1 and PC2 explained 77.8 and 11.4% of the variance in transcript levels. 

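UPP1, a uridine phosphorylase, and the epithelial keratin KRT8 rose late among the in vitro embryos, to 2793 ± 849 and 3590.4 ± 1088 CPM (SD, n = 10) in hatched blastocysts, from 56.7 ± 95.9 and 36.4 ± 57.1 CPM in the morulae. In the between-group analysis of the in vivo embryos, component 1 and component 2 explained 86.0 and 11.6% of the variance between group means, and in vitro they explained 76.9 and 20.3%. Component 1 ran from a mean of −276 in the in vivo 4-cell embryos to 84.5 in the hatched blastocysts labelled male, and from −250.4 to 101 in vitro. Component 2 separated morulae from hatched blastocysts, with means of 53.4 and −53.4 for the in vivo embryos labelled male and 86.1 and −62.2 in vitro. The in vitro morula replicate B2 lay at −45.7 on component 1, toward the 4-cell embryos.

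**Figure D1:**
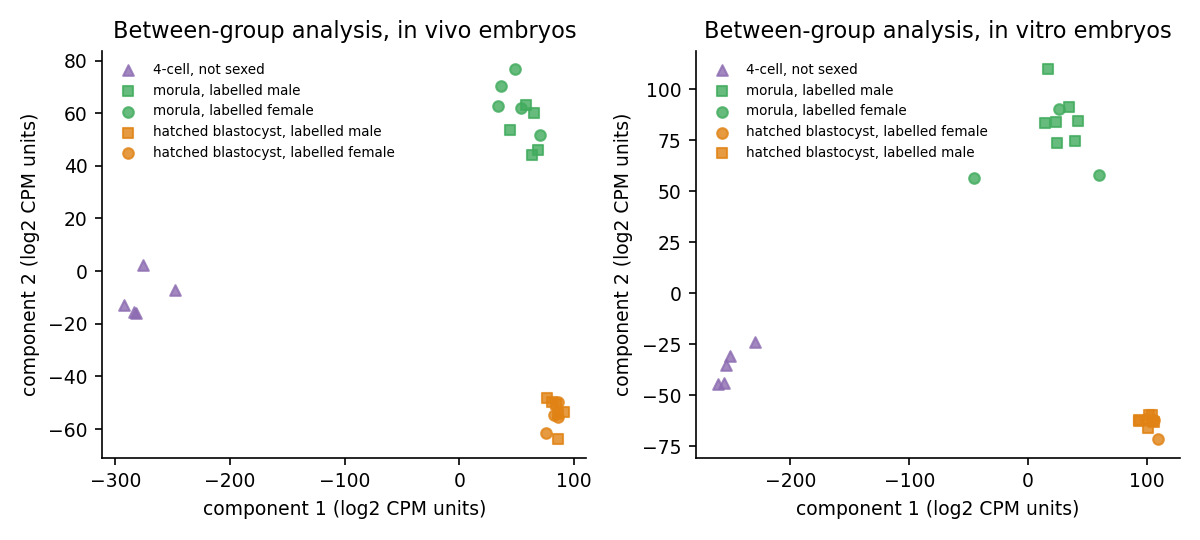
Scores of each embryo on components 1 and 2 of the between-group analysis, in units of log2(CPM + 1) summed over genes, for the in vivo embryos (left) and the in vitro embryos (right). Each point is 1 embryo, colored by stage and shaped by labelled sex, and the 4-cell embryos lie at −230 or less on component 1 in both panels.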

For the in vitro produced embryos, PC1 and PC2 explained 71.8 and 17.3% of the variance. 

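The spread among the in vivo 4-cell embryos reached abundant maternal transcripts. BTG4, an adaptor of maternal mRNA decay, had 1147 ± 1147 CPM (SD, n = 5) in the in vivo and 5135 ± 1942 CPM (n = 5) in the in vitro 4-cell embryos. WEE2, an oocyte kinase that holds meiotic arrest, had 1871 ± 1226 and 3023 ± 406 CPM. The distance between embryos was taken as 1 minus the Pearson r of log2(CPM + 1) across 19927 genes, which are not independent replicates. The mean distance of an embryo to the others of its group was 0.272 ± 0.0643 (SD, n = 5) in vivo and 0.0683 ± 0.00691 (n = 5) in vitro, a ratio of 3.98 (2-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). Replicate C1 had the largest mean distance, 0.384, and without it the ratio was 2.88 (p = 0.00794, exact).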

The in vivo 4-cell embryos displayed a larger degree of transcriptional heterogeneity than the in vitro 4-cell embryos. 

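EIF1AY, a Y-linked translation initiation factor with identifier 100625415, lies on chromosome Y from 9687350 to 9704489. DDX3Y, EIF2S3Y and the X-inactivation transcript XIST were not among the identifiers, so EIF1AY was the measure available of those the paper names. Its level was over 10 CPM in 23 of the 40 sexed embryos and at 10 CPM or less in 17. Of the 15 embryos labelled female, 8 were over 10 CPM, and of the 25 labelled male, 10 were at or under 10 CPM, 8 of them at 0 CPM. In the in vivo morulae, 2 of 5 labelled females and 3 of 5 labelled males were over 10 CPM, and in the in vitro morulae 2 of 3 and 3 of 7. In the hatched blastocysts the counts were 2 of 4 and 4 of 6 in vivo, and 2 of 3 and 5 of 7 in vitro. EIF1AY reached 258 CPM in a labelled female and 286 CPM in a labelled male. The other Y-linked genes parted the same embryos, with summed levels from 482 to 946 CPM in the 23 and from 4.47 to 93 CPM in the 17.

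**Figure D2:**
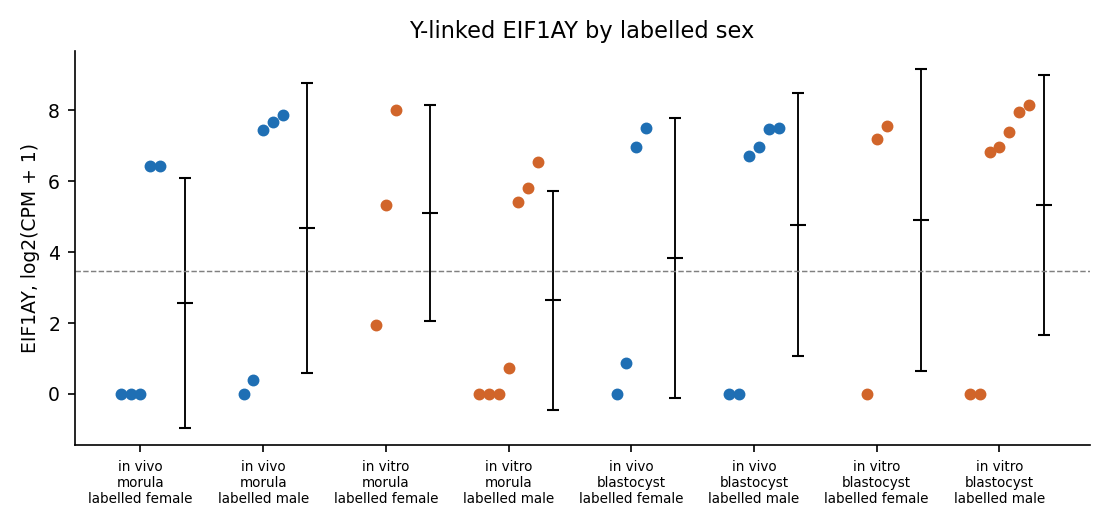
EIF1AY as log2(CPM + 1) in each sexed embryo, by source, stage and labelled sex. Points are embryos, bars give the mean and SD of the group, the dashed line marks 10 CPM, and embryos lie on both sides of it in every group.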

The morulae and hatched blastocysts were sexed based on the expression of Y-chromosome specific transcripts. 

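EIF1AY, 1 of the 3 Y-linked genes the paper used for sexing, did not separate the morulae by label. Differences between labels, here and in the hatched blastocysts, therefore cannot be read as differences between the sexes. X-linked genes gave a median labelled-female minus labelled-male difference on the log2 scale, relative to autosomal genes. It was 0.14 in vivo (238 genes) and −0.15 in vitro (266 genes). Of 100 splits of the same embryos, 75 and 68 gave differences as large. On components 1 and 2, the mean distance between morulae of different label was 22.8 in vivo and 46.1 in vitro, against 19.7 and 28.2 between morulae of the same label. For each of 100 splits the axes were computed anew, and the 1-sided permutation p was 0.15 in vivo (n = 5 and 5) and 0.08 in vitro (n = 3 labelled female and 7 labelled male). Without the in vitro replicate B2, labelled female, the distances were 28.8 and 22.2 (1-sided permutation p = 0.25 over 36 splits).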

At the morula stage, male and female embryos clustered together, yet the clusters were not fully overlapping. At the blastocyst stages, the male and female clusters were fully overlapping.

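X-linked genes of the hatched blastocysts differed between labels, relative to autosomal genes, by a median of 0.11 in vivo (206 genes) and 0.22 in vitro (221 genes) on the log2 scale, and 52 and 45 of 100 splits gave differences as large. The mean distance between labels on components 1 and 2 was 8.65 in vivo and 8.3 in vitro, against 9.61 and 7.34 within labels. The 1-sided permutation p was 0.8 in vivo (n = 4 and 6) and 0.32 in vitro (n = 3 and 7).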

**Fig. 2:**
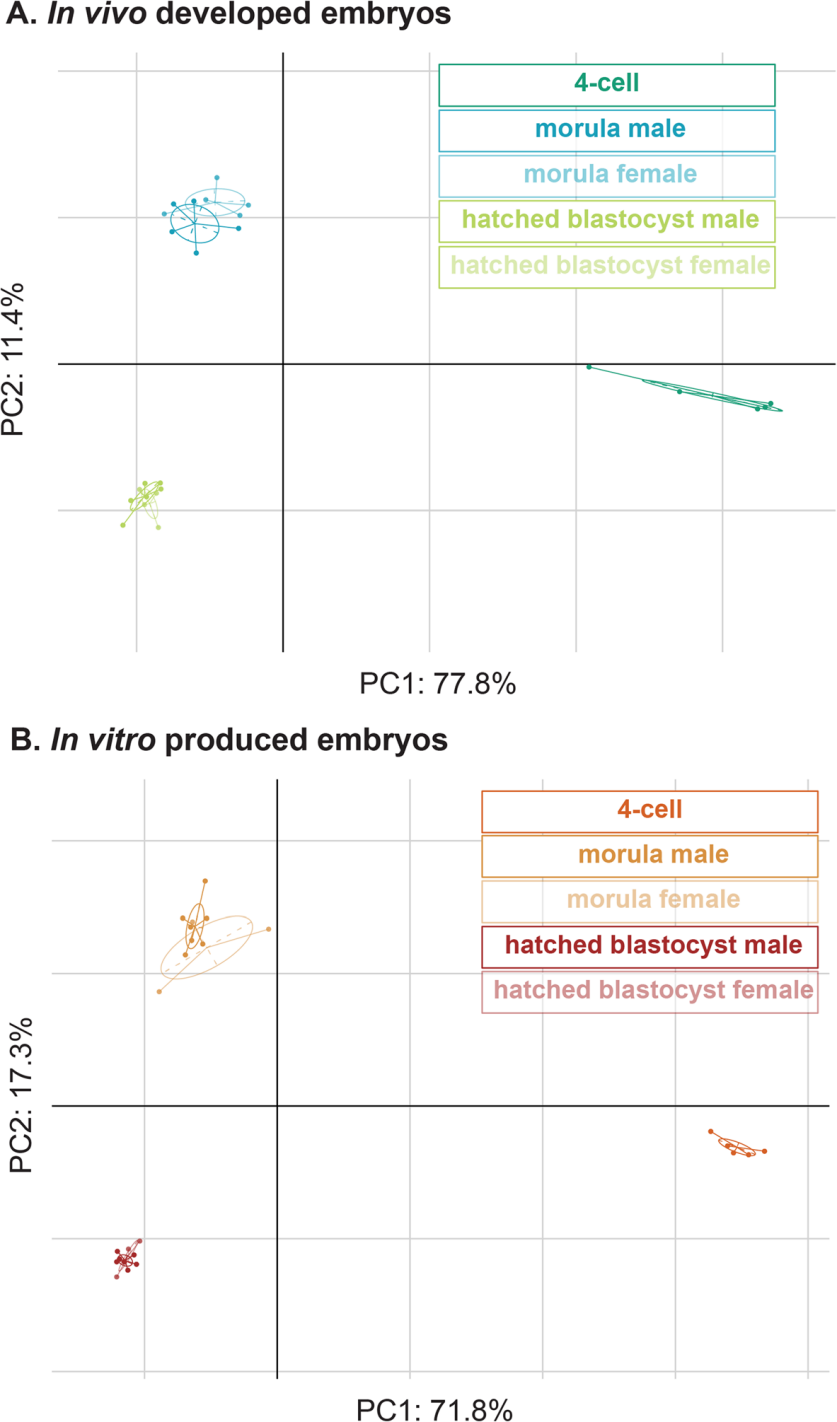
Between-group analyses of the 4-cell stage embryos, morulae and hatched blastocysts of **a**. In vivo developed embryos, and **b**. In vitro produced embryos

### In vivo and in vitro embryonic developmental dynamics

The developmental transcriptome dynamics were further analyzed by identifying differentially expressed genes (DEGs) between the 4-cell and morula stage, and the morula and hatched blastocyst stage for both the in vivo developed and in vitro produced embryos. The number of DEGs was higher between the 4-cell to morula stage, than for the morula to hatched blastocyst stage (Fig. 3). 

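The estrogen sulfotransferase SULT1E1 on chromosome 8 from 66811536 to 66838181 turned in both transitions. It was listed at 0 CPM in all 5 in vivo 4-cell embryos, reached 2117 ± 1082 CPM (SD, n = 10) in the morulae and 14 ± 12.7 CPM (n = 10) in the hatched blastocysts. BAD, a promoter of apoptosis, went from 9.13 ± 15.6 CPM in in vitro 4-cell embryos (n = 5) to 651 ± 101 CPM in morulae and 15.3 ± 12.8 CPM in hatched blastocysts (n = 10 each). In vivo, 595 genes were DEGs of both transitions, of which 270 rose in both (172.6 from independent lists), 222 rose and then fell (96.3), 56 fell and then rose (73.6) and 47 fell in both (41). In vitro, 2220 genes were shared, with 532 (354.5), 613 (365.2), 378 (481.1) and 697 (495.6) in the same order. The same morulae enter both transitions with opposite signs, and in simulations with no effect the fold changes had a covariance of −0.052 in vivo and −0.044 in vitro (0.06 and 0.218 observed). With different morulae in each transition, and so fewer per test (1836 DEGs in the first transition in vivo), 279 were shared in vivo, of which 117 rose in both (74.9 from independent lists) and 110 rose and then fell (52.2), and 1583 in vitro.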

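H1FOO, MOS and DNMT1 fell and KRT8, KRT18, MYL6 and ACTB rose in vivo. H1FOO, the linker histone of the oocyte on chromosome 13 from 68921491 to 68943061, fell from 1255 ± 661 CPM (SD, n = 5) in 4-cell embryos to 1.28 ± 1.94 CPM (n = 10) in morulae, a log2 fold change of −9.15 (standard error 0.59, adjusted p = 3.11e-10 from limma). MOS, the kinase of meiotic arrest, fell by 8.63 on the log2 scale (adjusted p = 6.52e-11 from limma), and DNMT1, the maintenance DNA methyltransferase, went from 18979 ± 5975 to 85.1 ± 53.8 CPM. KRT8, an epithelial keratin, rose by 9.08 (adjusted p = 4.31e-11 from limma), MYL6, a myosin light chain, by 8.09 and ACTB by 6.13. KRT18, the partner of KRT8, and ATP6V0D2, a subunit of the proton pump, were listed at 0 CPM in every 4-cell embryo and had 456 ± 343 and 883 ± 413 CPM in the morulae. Between the in vivo 4-cell stage and the morula, limma called 4521 DEGs of 19834 genes tested, 2962 higher and 1559 lower in the morula. The stages did not overlap in 3358 of the DEGs and in 3661 of all genes tested (0.0666% of unselected genes by chance). DEGs are selected for such separation, here and below, so it is no further support. Of 40 maternal oocyte transcripts 24 were lower and 2 higher (26 lower and 2 higher when adjusted over the list alone; camera adjusted p = 5.01e-14, and 0.0669 with an estimated correlation). Of 40 nucleolar genes, such as GAR1 (6.06) and GNL3 (5.98), 19 were higher and 1 lower (20 and 1 over the list alone; 0.000417, and 0.109 with an estimated correlation).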

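APOA1 and APOC3 were among the genes that rose most from the morula to the hatched blastocyst in vivo. APOA1, the main protein of high-density lipoprotein on chromosome 9 from 44216481 to 44218360, rose from 4.37 ± 4.57 to 2926 ± 1089.8 CPM (SD, n = 10 each), a log2 fold change of 9.54 (standard error 0.44, adjusted p = 1.53e-14 from limma). APOC3, its neighbor, was listed at 0 CPM in every morula and had 381 ± 164 CPM in the hatched blastocysts. The bile acid transporter SLC10A1 rose by 7.94, the progestin receptor PAQR8 by 6.47 and GULO, the last enzyme of vitamin C synthesis, by 5.36. IL6, a cytokine, fell by 6.65 on the log2 scale to 2.83 ± 3.95 CPM. Between the in vivo morula and the hatched blastocyst there were 1646 DEGs by limma, 1069 higher and 577 lower, of 18399 genes tested. The stages did not overlap in 772 of the DEGs and in 851 of all genes tested (0.00108% of unselected genes by chance). Of 44 genes of LXR/RXR activation 13 were higher and 0 lower (13 and 1 over the list alone; camera adjusted p = 3.19e-05, and 0.0114 with an estimated correlation), among them APOE (5.29). Of 21 cholesterol synthesis genes 4 were higher and 0 lower (6 and 0; 8.58e-06, and 0.0338), and of 16 genes of steroid and estrogen synthesis, which include STS (3.73) and HSD17B4 (2.37), 8 were higher and 1 lower (10 and 1; 0.000156, and 0.0114). Of 24 heat shock and unfolded protein genes 7 were higher and 0 lower (12 and 0; 4.23e-06, and 0.0317).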

For the in vivo embryos, 10089 and 2347 DEGs were identified between the 4-cell to the morula stage and the morula stage to the hatched blastocyst stage, respectively (Fig. 3a). 

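BMP15 fell and RACK1, ARG1 and FABP5 rose from the 4-cell stage to the morula in vitro. BMP15, which acts with GDF9 on granulosa cells, fell from 2470.3 ± 502 CPM (SD, n = 5) in in vitro 4-cell embryos to 49.1 ± 78.7 CPM (n = 10) in morulae, and RACK1, a scaffold of the ribosome on chromosome 2 from 57280192 to 57284846, rose from 21.2 ± 28.7 to 1533 ± 334 CPM (log2 fold change 7.05, standard error 0.51, adjusted p = 1.75e-10 from limma). ARG1, the urea cycle arginase, rose by 7.58 and the fatty acid carrier FABP5 by 5.72. In the replicate B2 the maternal transcripts stayed far above the other morulae, so the morula means of such genes include that embryo, which alone had 235 CPM of KPNA7. Between the in vitro 4-cell stage and the morula limma called 8426 DEGs of 21780 genes tested, 3477 higher and 4949 lower. The stages did not overlap in 6971 of the DEGs and in 7264 of all genes tested (0.0666% of unselected genes by chance). From the morula to the hatched blastocyst limma called 4181 of 20716, 2068 higher and 2113 lower. There 2094 of the DEGs and 2203 of all genes tested had no overlap (0.00108% of unselected genes by chance). KRT18 rose in that step from 35 ± 40.3 to 2361 ± 663 CPM (SD, n = 10 each), and PDPN, a membrane glycoprotein of epithelia, by 7.81. ARGFX, a homeobox gene of cleavage embryos, fell by 8.15 on the log2 scale, AK4, a mitochondrial adenylate kinase, by 7.27, and the tight junction protein CLDN1 by 6.94. Of 30 trophectoderm markers 14 were higher and 3 lower (14 and 4 over the list alone; camera adjusted p = 6.72e-07, and 0.0691 with an estimated correlation), with GATA3 at 5.93, GATA2 at 6.06 and TFAP2A at 5.33.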

For the in vitro embryos, 8152 and 4023 DEGs were identified between the 4-cell to the morula stage and the morula stage to the hatched blastocyst stage, respectively (Fig. 3b).

**Fig. 3:**
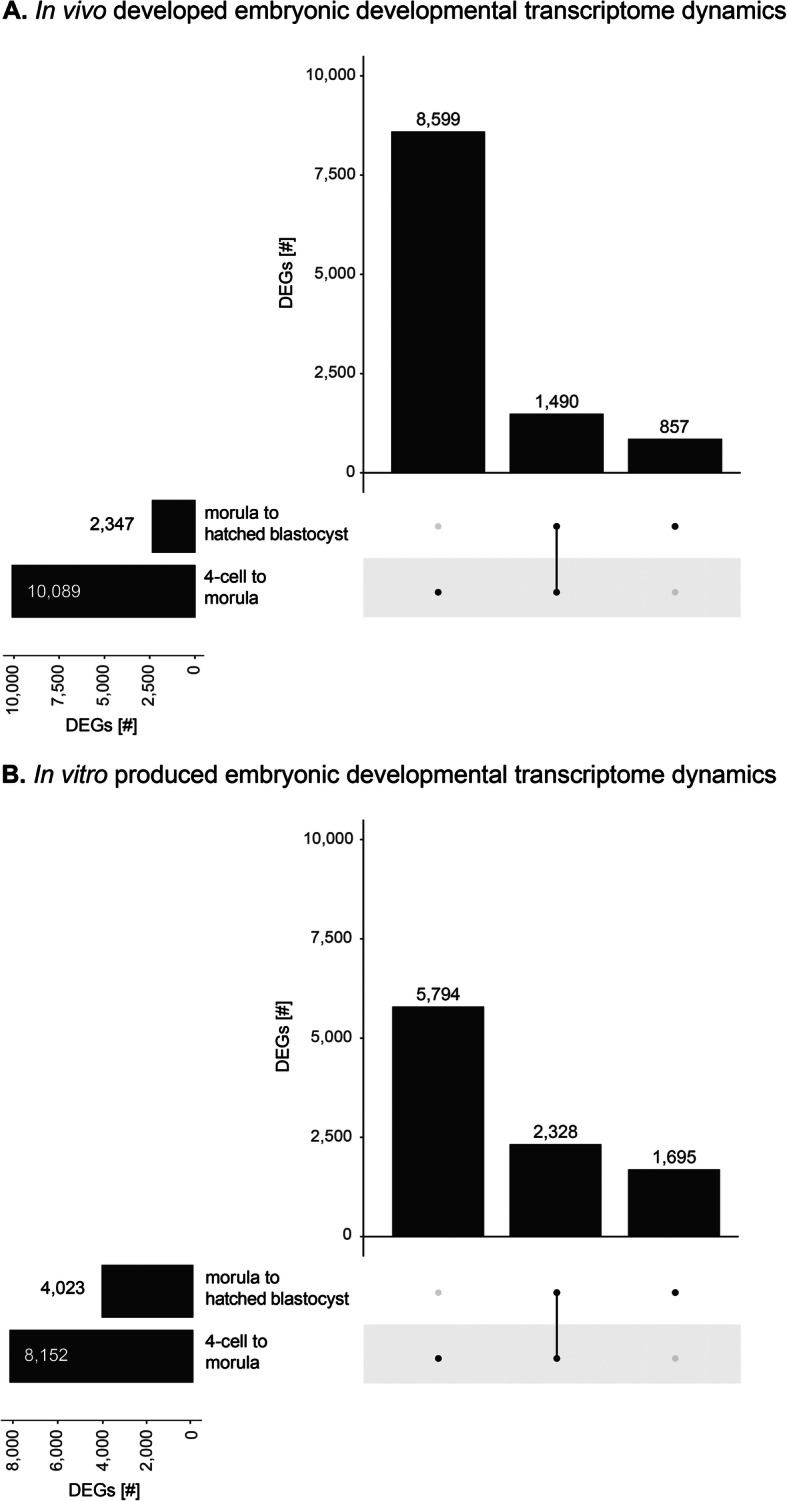
Upset plot displaying the differentially expressed genes during embryo development from the 4-cell to the morula stage and the morula to the hatched blastocyst stage in **a**. In vivo developed embryos, and **b**. In vitro produced embryos

The developmental dynamics were assessed with a self-organizing tree algorithm (Fig. 4a and b). For both the in vivo and in vitro produced embryos, the detected transcript expression changed from the 4-cell to the morula stage. The transcripts in cluster 1 decreased from the 4-cell to the morula stage, and remained low at the hatched blastocyst stage. 

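KPNA7, BTG4 and WEE2, transcripts that the oocyte supplies, belonged to this pattern. Genes that were DEGs of either transition were grouped by k-means into 3 clusters on their standardized log2(CPM + 1). The cluster high at the 4-cell stage held 1717 of 5572 genes in vivo and 5255 of 10387 in vitro. Its mean standardized level was 1.66, −0.36 and −0.47 at the 3 stages in vivo and 1.63, −0.25 and −0.57 in vitro.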

The transcripts in cluster 2 displayed a gradual increase with developmental progression. 

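APOA1 and GULO belonged to the genes highest in hatched blastocysts. That cluster held 748 genes in vivo and 1832 in vitro, with mean standardized levels of −0.8, −0.51 and 0.92 at the 3 stages in vivo and −0.77, −0.57 and 0.95 in vitro. With hierarchical clustering in place of k-means, a cluster that rose at each stage held 3509 genes in vivo and 4374 in vitro.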

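SULT1E1, the sulfotransferase, and BAD peaked in morulae. The remaining cluster held 3107 genes in vivo and 3300 in vitro, with mean standardized levels of −1.67, 0.46 and 0.38 at the 3 stages in vivo and −1.46, 0.6 and 0.13 in vitro. With hierarchical clustering, a cluster that fell again at the hatched blastocyst stage held 392 genes in vivo and 899 in vitro. Of 4776 genes clustered in both sources, 3945 had the same pattern by k-means.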

The transcripts in cluster 3 were increased at the morula stage, while remaining low at the 4-cell and the hatched blastocyst stage.

**Fig. 4:**
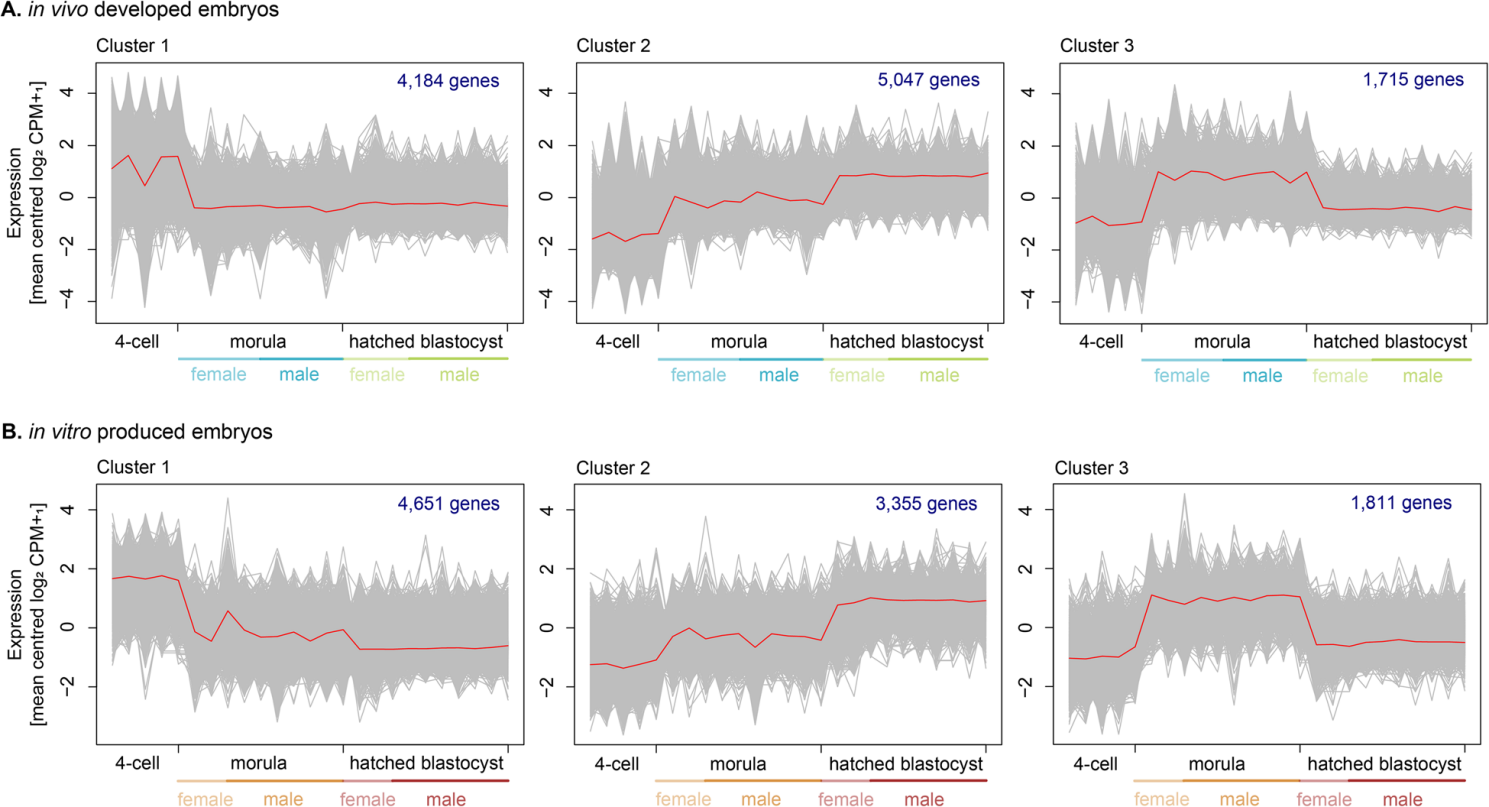
Transcriptome dynamics during development displayed by a self-organizing tree algorithm for **a.** In vivo developed embryos, and **b.** In vitro produced embryos. The number of genes per cluster and the embryonic sex of the morulae and hatched blastocysts are indicated

### Biological functions of embryonic developmental dynamics

To gain insight into the biological functions of the DEGs, a canonical pathway enrichment analysis was conducted (Fig. 5). 

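Transcripts of the respiratory chain and the ribosome rose in both sources. The libraries held polyadenylated RNA, so changes in the amount of a transcript and in its polyadenylation were not told apart. The reduced RNA quality and low input that the paper names for the in vivo 4-cell embryos may enter the in vivo rises. NDUFA5, a subunit of complex I on chromosome 18 from 23881872 to 23896699, rose from 0.076 ± 0.17 CPM (SD, n = 5) in in vivo 4-cell embryos to 709 ± 316 CPM (n = 10) in morulae (adjusted p = 1.68e-12 from limma). Among others of complex I, NDUFA13 rose by 8.31 in vivo and NDUFB7 by 5.22 in vitro, and ATP5B, the catalytic subunit of ATP synthase, by 4.80 in vitro. Of 65 nuclear genes of oxidative phosphorylation 60 were higher in in vivo morulae and 0 lower (61 and 0 over the list alone; camera adjusted p = 1.17e-25, and 0.0512 with an estimated correlation), and 63 and 0 in vitro (63 and 0; 7.52e-28, and 0.144). RPL4 of the large ribosomal subunit rose by 5.41 in vitro. Of 77 ribosomal proteins 76 were higher and 0 lower in each source (77 in vivo and 76 in vitro over the list alone; 1.72e-32 and 2.02e-37, and 0.0512 and 0.153 with an estimated correlation). EIF3G, a subunit of the factor that recruits the ribosome, rose from 0.456 ± 1.02 to 202 ± 106 CPM in vivo and from 5.46 ± 4.48 to 296 ± 46.1 CPM in vitro. Of 40 translation initiation factors of EIF2 signaling 26 were higher and 1 lower in vivo (27 and 1; 8.57e-08, and 0.0432 with an estimated correlation), and 26 and 2 in vitro (26 and 2; 8.37e-11, and 0.0268).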

In both the in vivo and the in vitro produced 4-cell to morula stage embryos, there was a significant enrichment of oxidative phosphorylation and EIF2 signaling. From the morula to the hatched blastocyst stage, the DEGs in the pathways 14–3-3-mediated signaling, xenobiotic metabolism general signaling pathways, and NRF2-mediated oxidative stress response were all higher expressed at the hatched blastocyst stage for both the in vivo and in vitro produced embryos.

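MGST1, a glutathione transferase of membranes, and TXNRD1, a thioredoxin reductase, are targets of NRF2. MGST1 rose from 4.65 ± 5.98 CPM (SD, n = 10) in in vitro morulae to 253 ± 73 CPM (n = 10) in hatched blastocysts, a log2 fold change of 5.99 (standard error 0.38, adjusted p = 2.31e-12 from limma), and by 3.57 in vivo. TXNRD1 rose by 1.71 in vivo, and the peroxide enzymes PRDX6 and CAT by 2.32 and 1.94 in vitro. Of the NRF2 genes, 17 of 52 were higher and 2 lower in vivo (17 and 2 over the list alone; camera adjusted p = 4.57e-06, and 0.0114 with an estimated correlation), and 26 of 53 were higher and 2 lower in vitro (26 and 2; 9.83e-11, and 0.0328). EPHX1, an epoxide hydrolase of xenobiotic metabolism, rose by 3.57 in vivo and ABCC2, an export pump, by 4.38 in vitro. Of the xenobiotic genes, 8 of 36 were higher and 2 lower in vivo (8 and 2; 0.00982, and 0.103), and 14 of 39 were higher and 3 lower in vitro (14 and 4; 0.00105, and 0.0691). PRKCA, a protein kinase C, rose by 3.43 in vivo and MAP2K1, a kinase of the ERK cascade, by 2.08 in vivo and 2.23 in vitro, whereas FOXO1, a transcription factor that 14-3-3 proteins hold, fell by 4.33 and the tubulin TUBA1A by 2.61 in vitro. Of 41 genes of 14-3-3 signaling 6 were higher and 3 lower in vivo (6 and 5; 0.25), and 12 were higher and 5 lower in vitro (12 and 5; 0.0012, and 0.0879).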

**Fig. 5:**
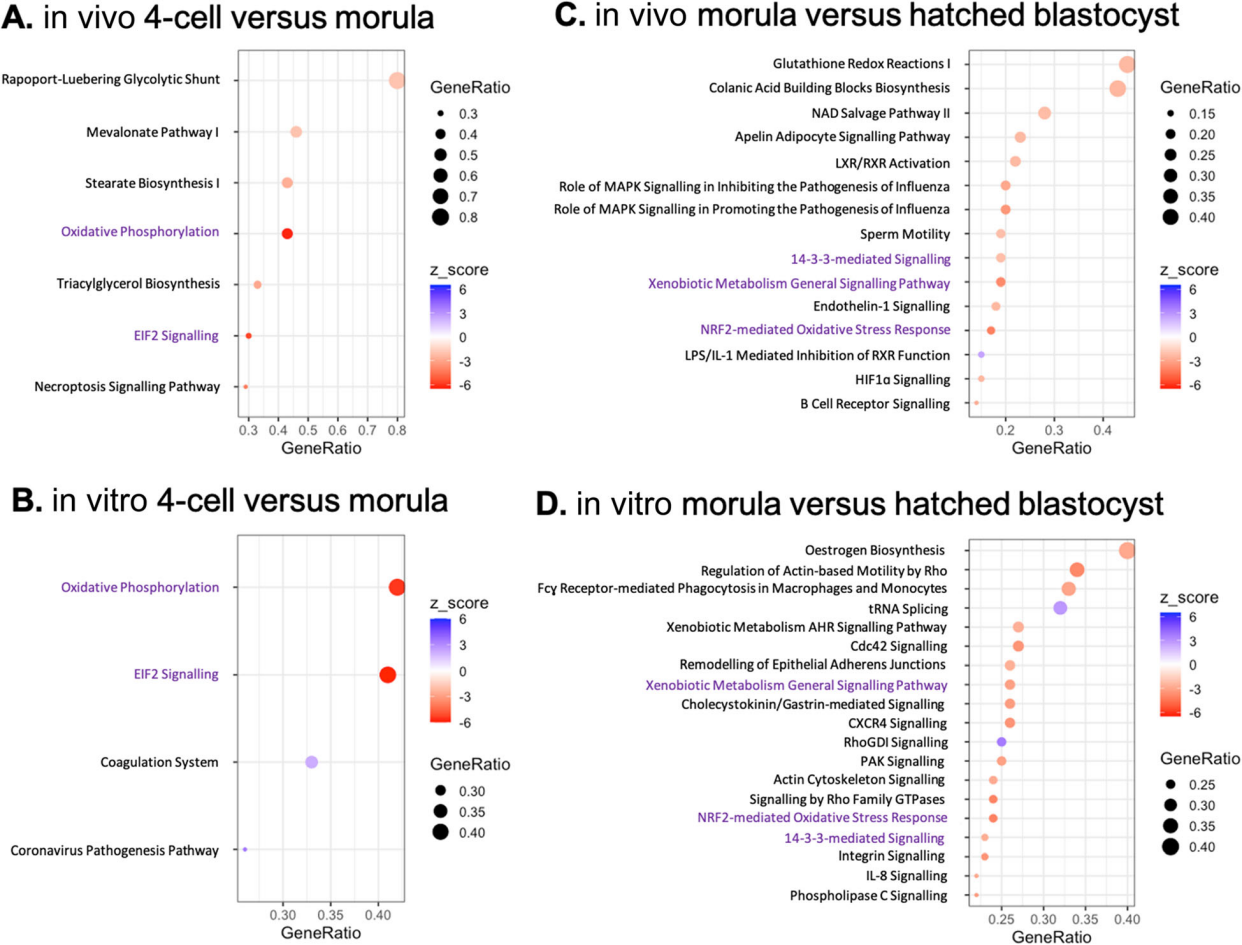
Enriched canonical pathways. Red (−) dots represent canonical pathways of which genes were significantly lower expressed in the 4-cell versus morula and morula versus hatched blastocysts, and blue (+) represent canonical pathways of which genes were significantly higher expressed in the 4-cell versus morula or morula versus hatched blastocysts. The GeneRatio indicates the proportion of DEGs that were identified in an enriched canonical pathway. Shared enriched canonical pathways in both in vivo developed and in vitro produced embryos at the 4-cell versus morula or morula versus hatched blastocyst stage are indicated in purple

### In vivo and in vitro differences at the hatched blastocyst stage

The in vivo and in vitro hatched blastocysts were compared, as the embryos displayed similar cDNA profiles, library smears and alignment coverages for the most abundant transcripts at this developmental stage (Additional file 2 and 3). 

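The comparison covered 10 in vivo developed and 10 in vitro produced hatched blastocysts, collected 6 days after insemination and 174 h after fertilization. The labels gave 4 females and 6 males in vivo and 3 females and 7 males in vitro. The Y-linked EIF1AY was on both sides of 10 CPM within each label, so the labels are given as labelled female and labelled male. Results by label therefore cannot be read as results by sex. Genes over 0.5 CPM in at least 1 embryo of either group entered limma. In simulated embryos with 50 genes changed at each size, it recovered 16 of those changed 2-fold and 47 of those changed 4-fold with 10 against 10 embryos. With 4 against 3 it recovered 3 and 34. That simulation fitted the 2 compared groups alone, whereas the test by label shared its variance over all 4 groups of source and label. Its recovery is therefore not that of the test by label. Neither gilts nor in vitro experiments were given per embryo. The collection times also differed between the sources, so effects of source and of time in development cannot be told apart. The 2 embryos with the fewest reads, under 2 M, were in vitro blastocysts labelled female.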

Embryos at this stage of development are thought to be more alike than at earlier stages, as time differences related to fertilization at earlier stages contribute more substantially to the actual developmental stage.

At the hatched blastocyst stage, the selection of developmentally competent embryos has already taken place. Yet, we unraveled in vitro fertilization pipeline-induced sex-specific differences. The in vivo developed female and male hatched blastocysts clustered largely together (Fig. 6a). They were separated from the in vitro hatched blastocyst in a sex-specific manner by principal component 1. 

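CHAC1, an enzyme that degrades glutathione, and PODXL, a surface sialomucin, were among the genes that parted the sources. CHAC1 had 61.7 ± 41.2 CPM (SD, n = 10) in vitro and 0.123 ± 0.161 CPM (n = 10) in vivo, and PODXL 6.36 ± 8.1 and 90 ± 23.3 CPM. Component 1 and component 2 of the between-group analysis explained 74.9 and 18.9% of the variance between group means. Component 1 parted the sources, with scores from 24.5 to 48 in vivo and from −46.1 to −32.2 in vitro. The in vitro embryos labelled female and male lay apart on component 2, with scores from −57.6 to −15 and from 8.66 to 24.3. Their mean distance was 59.9 between the labels and 12.7 within them (n = 3 and 7, 1-sided permutation p = 0.04 over 100 splits). In an ordinary principal component analysis, which uses no groups, these distances were 48.5 and 17.9 (1-sided exact permutation p = 0.0667 over 120 splits). There the scores on component 2 overlapped, from −59.2 to 11.2 in those labelled female and from 0.79 to 20.0 in those labelled male. Both embryos with the fewest reads are among the 3 labelled female. In vivo the distances were 12.3 between the labels and 13.1 within them (n = 4 and 6, 1-sided permutation p = 0.69 over 100 splits).

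**Figure D3:**
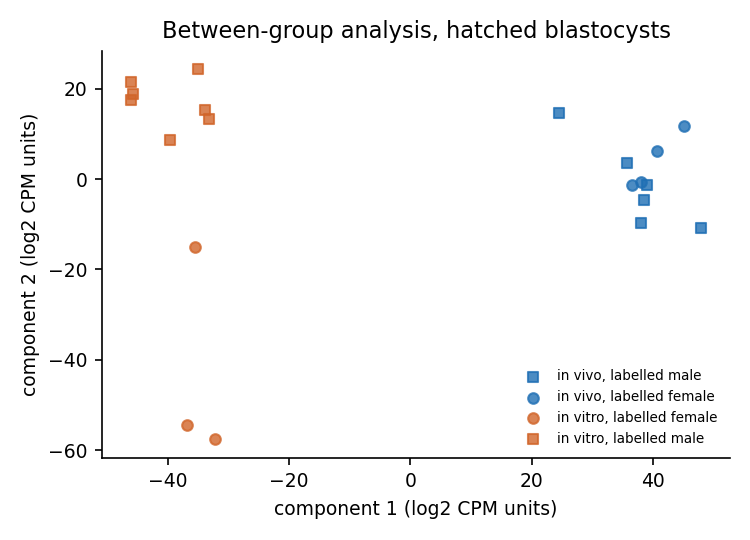
Scores of each hatched blastocyst on components 1 and 2 of the between-group analysis, in units of log2(CPM + 1) summed over genes. Each point is 1 embryo, colored by source and shaped by labelled sex, with in vivo embryos at 24.5 or more on component 1 and in vitro embryos at −32.2 or less.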

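SLC7A11, the cystine transporter, and DNMT3B, a DNA methyltransferase that sets new methylation, changed in opposite directions in both labelled sexes. SLC7A11 was higher in vitro by 6.65 (standard error 0.43, adjusted p = 4.37e-10 from limma) in labelled females and by 5.96 (standard error 0.32, adjusted p = 3.5e-12 from limma) in labelled males. DNMT3B had log2 fold changes of −4.27 and −2.89. CDKN1A, the p53 target that halts the cell cycle, had 64.4 ± 27.6 CPM (SD, n = 7) in vitro and 0.158 ± 0.19 CPM (n = 6) in vivo in labelled males (limma adjusted p = 8.03e-11), and 15.7 ± 7.81 (n = 3) and 4.45 ± 4.06 CPM (n = 4) in labelled females (limma adjusted p = 0.0209). Between in vivo and in vitro hatched blastocysts limma called 126 DEGs in labelled females, 59 higher and 67 lower in vitro, of 15786 genes tested. There the edgeR quasi-likelihood test called 53 higher and 18 lower, the edgeR likelihood ratio test 121 and 81, and DESeq2 143 and 77. In labelled males it called 463, 262 higher and 201 lower, of 17318; the edgeR likelihood ratio test gave 861 (528 and 333) and DESeq2 777 (490 and 287). All 126 and 374 of the 463 had no overlap between sources, as had 2917 and 816 of all genes tested (5.71 and 0.117% of unselected genes by chance). DEGs are selected for such separation, so it is no further support. The labelled-female count was 66 with no filter and 8 without D3 and E4 together, which have under 2 M reads and leave 1 embryo in vitro. Without the in vitro embryo D3 or E4 it was 53 or 58, and without the in vivo embryo E4 or G3 it was 75 or 65. Whether the effect of source differs between the labelled sexes was tested as an interaction, and 0 genes passed in limma (1386 of 17990 at an unadjusted p under 0.05). The interaction gave 1 gene with each of the edgeR quasi-likelihood test, the edgeR likelihood ratio test and DESeq2.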

While 33 DEGs were identified between the female in vivo and in vitro produced embryos, 241 DEGs were identified between the male in vivo and in vitro produced embryos. Figure 6b displays the difference between in vivo developed and in vitro produced embryos in a sex-independent manner. 

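EIF1AY, whose Y linkage should part the sexes, had 76.9 ± 91.3 CPM (SD, n = 4) in labelled-female and 97.8 ± 81.3 CPM (n = 6) in labelled-male in vivo hatched blastocysts (log2 fold change −0.94, standard error 1.98, adjusted p = 1 from limma). In vitro it had 110.5 ± 97.7 CPM (n = 3) and 134 ± 111 CPM (n = 7), a log2 fold change of −0.42 (standard error 2.10, adjusted p = 0.942 from limma). Its direction reversed to 0.34 without the in vivo embryo G3, to 0.05 without the in vivo embryo G4 and to 2.04 without the in vitro embryo D3. Limma called 0 DEGs between the labelled sexes in vivo (353 of 15751 genes at an unadjusted p under 0.05) and 0 in vitro (2079 of 16981 at an unadjusted p under 0.05). The edgeR likelihood ratio test and DESeq2 each called 1 gene in vivo and 1 in vitro, and the edgeR quasi-likelihood test 0 in each. Without the in vitro embryo A4, limma called 23 genes in vitro.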

There were no DEGs when comparing male and female embryos for either in vivo developed or in vitro produced embryos. 

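IPMK, a kinase of inositol phosphates on chromosome 14 from 92383471 to 92428732, was higher in vitro in both labelled sexes. In labelled females it had 230.2 ± 22.4 CPM (SD, n = 3) in vitro and 66 ± 11.4 CPM (n = 4) in vivo, a log2 fold change of 1.80 (standard error 0.29, adjusted p = 0.000358 from limma). In labelled males it had 191 ± 22.6 CPM (n = 7) and 89.3 ± 33.7 CPM (n = 6), a log2 fold change of 1.19 (standard error 0.21, adjusted p = 0.000312 from limma). RAC1, a GTPase that organizes actin on chromosome 3 from 4781776 to 4803510, had log2 fold changes of 1.30 (limma adjusted p = 0.000636) and 0.76 (limma adjusted p = 0.00205), of which the first alone passed both thresholds. In labelled females the call of IPMK was lost without the in vitro embryo A4, D3 or E4 or the in vivo embryo E4 or G3 (limma adjusted p from 0.0016 to 0.0033), and that of RAC1 without any of these or the in vivo embryo G4 (from 0.00211 to 0.00491). With no filter both calls were lost in labelled females (0.00108 and 0.0013), as they were without the trend (0.00137 and 0.00198) and without the embryos under 2 M reads (0.0407 and 0.0187); with only the compared groups in the fit, RAC1 was lost in labelled females (0.00112) and IPMK in labelled males (0.0013), the latter without the trend too (0.00113), and the edgeR quasi-likelihood test lost RAC1 in labelled females (0.0015).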

By comparing the female in vivo developed versus in vitro produced embryos, the DEGs inositol polyphosphate multikinase (*IPMK*) and Rac family small GTPase 1 (*RAC1*) were specific to this comparison. 

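ASNS, which makes asparagine, and PSPH, which makes serine, were DEGs in both labelled sexes, with ASNS higher in vitro by 5.17 in labelled females and 4.81 in labelled males and PSPH by 5.56 and 5.01. Of the DEGs between sources, 85 were called in both labelled sexes, all in the same direction, where independent lists of these sizes would share 3.86. The 41 DEGs called in labelled females alone moved the same way in labelled males, 33 of them at an adjusted p under 0.05 from limma. Another 378 were called in labelled males alone, which makes 504 in either. Across 15114 genes tested in both, the fold changes had a Pearson r of 0.687 (genes are not independent replicates).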

The other 31 DEGs were also discovered by comparing the in vivo and in vitro male hatched blastocysts. These genes were involved in amino acids transport, synthesis and metabolism, and similarly expressed in both female and male embryos (Fig. 6c). Both male and female in vivo derived embryos had a lower expression of genes involved in amino acid transport, synthesis and metabolism compared to the male and female in vitro produced embryos.

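Transcripts for amino acid carriers and for serine and asparagine synthesis in Fig. 6c were higher in vitro. SLC7A11 on chromosome 8 from 88608083 to 88690589 of Sus scrofa 11.1 had 85.6 ± 50.2 CPM (SD, n = 10) in in vitro and 0.046 ± 0.0971 CPM (n = 10) in in vivo hatched blastocysts, a log2 fold change of 6.16 (standard error 0.26, adjusted p = 2.03e-15 from limma). ASNS on chromosome 9 from 77318341 to 77336290 had 852 ± 350 and 31.4 ± 27.6 CPM (log2 fold change 4.91, adjusted p = 1.48e-12 from limma), and ATF4, the transcription factor of the amino acid response, 492 ± 127 and 158 ± 29 CPM (1.61, adjusted p = 3.47e-09). The log2 fold changes of the other genes were 5.14 for PSPH and 3.95 for PHGDH, which make serine, 3.97 for the neutral amino acid carrier SLC38A2, 4.03 for the glutamine carrier SLC1A5, 3.45 for SLC1A4, 3.98 for the arginine carrier SLC7A1, 2.40 for CBS, which makes cystathionine, and 3.94 for CD86, a costimulatory membrane protein. All 11 genes of Fig. 6c with an identifier were DEGs, and in each the values of the sources did not overlap. For CBS the gap lay near the floor, from 0.461 CPM in the in vivo embryo B3 to 0.79 CPM in the in vitro embryo E3. SLC1A5 varied widely in vitro, from 5.7 CPM in C4 to 163 CPM in F4. In labelled males 11 of 11 passed, and in labelled females 9 of 11 (11 over the list alone), with SLC1A5 and CBS at limma adjusted p of 0.00587 and 0.00166. SLC7A1 and CBS were listed at 0 CPM in the in vivo embryos labelled female. The study chose these genes on these embryos, so they are not independent evidence. Outside them, 21 of 41 ATF4 targets and amino acid response genes were higher and 0 lower (21 and 1 over the list alone; camera adjusted p = 3.1e-17, and 7.96e-05 with an estimated correlation), such as PSAT1 (5.36), NUPR1 (4.73) and DDIT4 (3.89). Of 22 other amino acid transporters 1 was higher and 4 lower (1 and 4; camera adjusted p = 0.192).

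**Figure D4:**
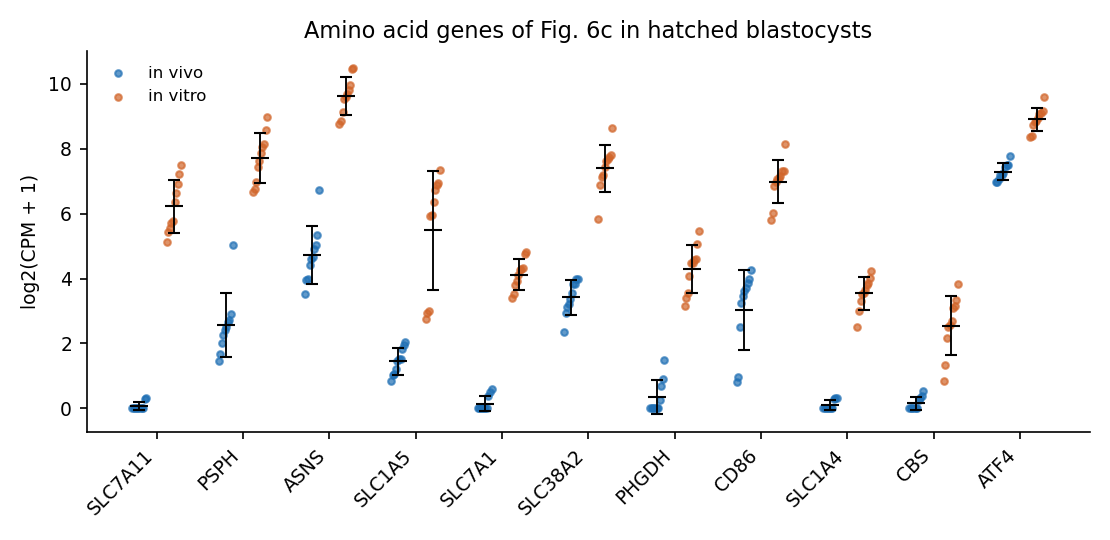
The 11 genes of Fig. 6c as log2(CPM + 1) in each of the 10 in vivo and 10 in vitro hatched blastocysts. Points are embryos and bars give the mean and SD, and every in vitro embryo lies above every in vivo embryo for each gene.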

**Fig. 6:**
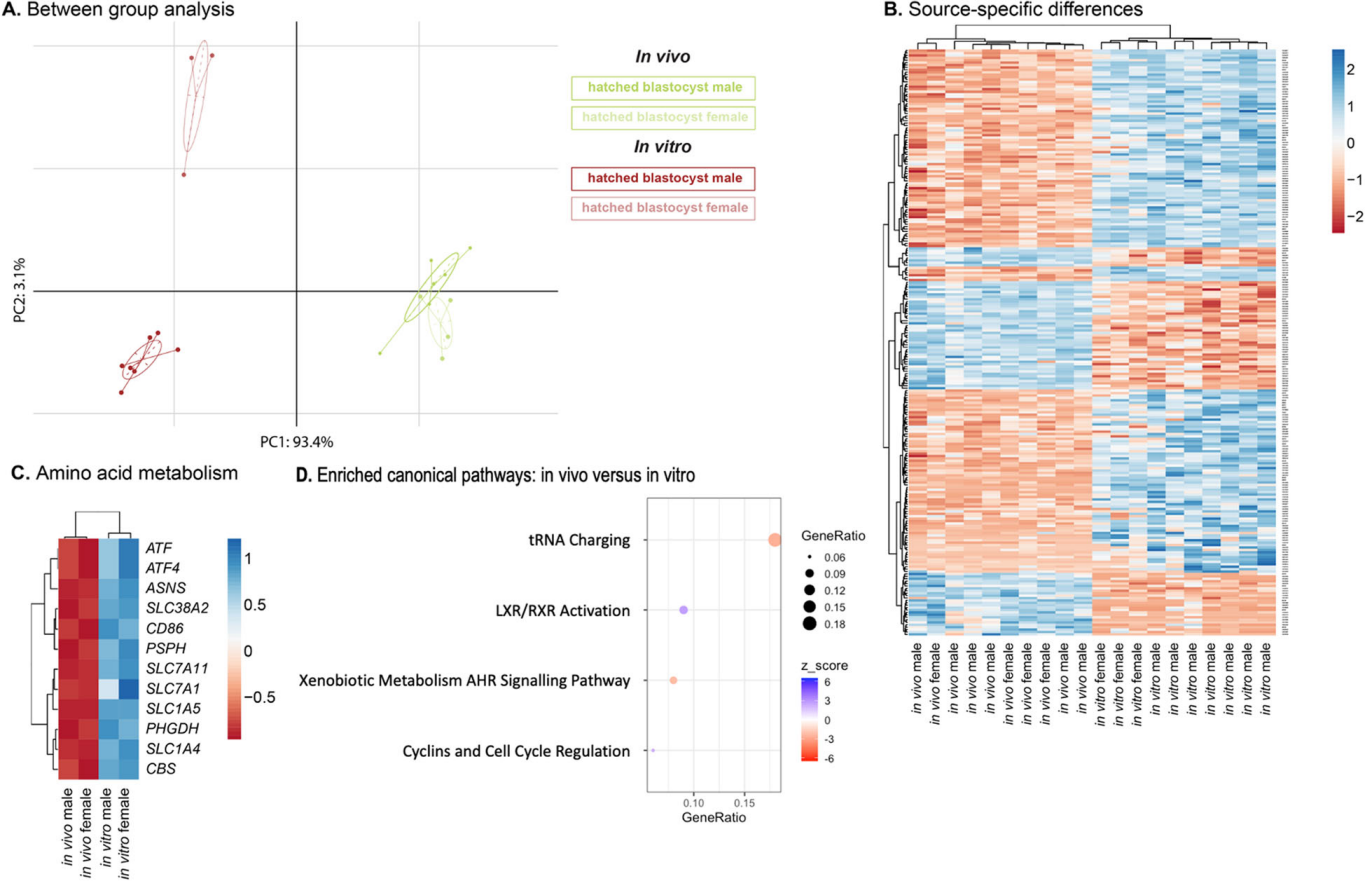
**a.** Between group analysis of in vivo and in vitro female and male hatched blastocysts. **b.** Heatmap displaying the 243 DEGs observed by comparing in vivo produced versus in vitro developed females and the in vivo produced versus in vitro developed males. **c.** Heatmap displaying genes involved in amino acid metabolism, and **d.** Significantly enriched canonical pathways between the in vivo developed and in vitro produced hatched blastocysts. Red (−) dots represent canonical pathways of which genes were significantly less expressed in the in vivo embryos, while blue (+) represent canonical pathways of which genes were significantly higher expressed in the in vivo embryos. The GeneRatio indicates the proportion of DEGs that were identified in an enriched canonical pathway

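AIF1, an actin-binding protein, and PLET1, a placental epithelial marker, were higher in vitro, with 145 ± 126 against 3.41 ± 4.39 CPM and 567 ± 409 against 23.6 ± 14.3 CPM (SD, n = 10 each). ENPP3, an ectonucleotidase, and FLRT3, a cell adhesion protein, were lower, with log2 fold changes of −5.07 (standard error 0.53, adjusted p = 8.64e-08 from limma) and −4.74 (standard error 0.49, adjusted p = 6.85e-08 from limma). CLIC4, a chloride channel, and JDP2, a partner of AP-1, rose by 2.33 and 3.81, and MAP2K6, a kinase of the p38 cascade, fell by 3.46 on the log2 scale. Of 17990 genes tested, 769 were DEGs between in vivo and in vitro hatched blastocysts by limma, 373 higher and 396 lower in vitro. More were higher than lower in the edgeR likelihood ratio test (662 and 548), DESeq2 (618 and 464) and the edgeR quasi-likelihood test (486 and 388). The sources did not overlap in 270 of the 769 DEGs and in 355 of all genes tested (0.00108% of unselected genes by chance).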

When disregarding the sex of the embryos and emphasizing on the embryo source, a total of 398 DEGs were identified. The persistent difference between in vivo developed and in vitro produced embryos at the hatched blastocyst stage were illustrated by an enrichment of four canonical pathways (Fig. 6d). 

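Cyclins E and A drive entry into S phase. CCNE2 had 9.02 ± 3 CPM (SD, n = 10) in in vitro and 29.4 ± 8.19 CPM (n = 10) in in vivo hatched blastocysts, a log2 fold change of −1.61 (standard error 0.19, adjusted p = 5.49e-07 from limma). CCNE1 and CCNA2 had log2 fold changes of −1.37 and −1.12. Of 51 genes of cyclins and cell cycle regulation 4 were lower in vitro and 1 higher, CDKN1A (4 and 1 over the list alone; camera adjusted p = 0.139). The apolipoproteins APOM, APOC2 and APOE had log2 fold changes of −2.50, −2.23 and −3.08, and of 40 genes of LXR/RXR activation 6 were lower and 1 higher (6 and 1; 0.267). The tRNA synthetases for glycine, cysteine, serine and isoleucine, GARS, CARS, SARS and IARS, were higher by 2.34, 2.94, 2.10 and 1.04. Of 36 genes of tRNA charging 6 were higher in vitro and 0 lower (6 and 0; 0.0471, and 0.508 with an estimated correlation), and the list's mean log2 fold change was 0.26 whereas 16 of 36 genes were above 0. The glutathione transferases MGST1 and GSTM3 and the quinone reductase NQO1 rose by 3.28, 3.34 and 2.35, and of 34 genes of aryl hydrocarbon receptor signaling 3 were higher and 0 lower (3 and 0; 0.267). Of 37 xenobiotic genes 3 were higher and 1 lower (3 and 3; 0.759), with a median just below 0 and a mean of 0.15.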

Except for a higher expression in in vivo versus in vitro hatched blastocysts of DEGs involved in cyclins and cell cycle regulation and LXR/RXR activation, the DEGs involved in tRNA charging and xenobiotic metabolism AHR signaling pathways were higher expressed in in vitro than in in vivo hatched blastocysts.

## Discussion

### Transcriptome dynamics during early embryo development

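KPNA7 and WEE2 fell and NDUFA13 rose from the 4-cell stage to the morula in both sources. Across 19026 genes the log2 fold changes of that transition had a Pearson r of 0.833 between sources, and across 17673 genes those from the morula to the hatched blastocyst one of 0.648 (genes are not independent replicates). Of 3656 genes that were DEGs of the first transition in both sources, 3648 moved the same way, or 99.8%, and of 1054 of the later transition 1046, or 99.2%. Among the 9170 and 4712 DEGs of either source, 91.3 and 87.9% moved the same way. The later step differed between sources in 963 genes by limma, tested as the interaction of source and stage. The paper did not compare morulae between sources because their RNA quality differed, and that difference may enter this count.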

Early developing porcine embryos displayed a great adaptive capacity towards their environment, evidenced by largely similar transcriptome dynamics observed in both in vivo developed and in vitro produced embryos. in vitro produced embryos offer the opportunity to study molecular pathways of interest in a developmental-stage specific manner, as there is a higher degree of certainty regarding the time of fertilization compared to in vivo developed embryos. However, developmental rates and embryo competence of in vitro produced embryos are still lower compared to their in vivo developed counterparts [5]. A number of factors are known to contribute to embryo development. The presence of cumulus cells during maturation facilitates full oocyte maturation [19]. In pigs, the presence of cumulus cells during oocyte maturation is essential for oocyte maturation, fertilization and subsequent embryo development [20]. The discrepancy in embryo development between in vivo developed and in vitro produced embryos at early post-fertilization developmental stages might be explained by the use of a pool of non-selected oocytes of overall lower competence for in vitro maturation, compared to those selected for ovulation, and the effects of in vitro maturation on oocyte quality. A higher blastocyst rate has previously been shown after oocyte maturation under a 20% oxygen atmosphere [21]. However, blastocyst quality assessed by the expression of genes related to metabolism (*GLUT1* and *LDHA*), antioxidant response (*SOD2* and *GPX1*), growth factors and apoptosis (*IGF2R*, *BCL2* and *BAX*), methylation (*DNMT3B*), and blastocyst quality (*AKR1B1*, *POU5F1* and *CDX2*) were not affected [21]. In addition, the blastocyst rates of in vivo and in vitro matured rabbit oocytes did not significantly differ, while at earlier developmental stages, the in vivo embryo development rates were significantly higher than observed for embryos produced with in vitro matured oocytes [22]. Thus, while oocyte quality and competence, and subsequent embryo development are affected by the maturation conditions, only minor transcriptional differences have been reported at the hatched blastocyst stage [23]. In line with previous findings, we found more similar transcriptome profiles at later developmental stages. 

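DNMT1 was abundant in the 4-cell embryos of both sources, and FABP3, a fatty acid carrier, and KRT8 were abundant in both sets of hatched blastocysts. The Pearson r of log2(CPM + 1) between an in vivo and an in vitro embryo, across 23076 genes, averaged 0.795 at the 4-cell stage, 0.91 at the morula and 0.961 at the hatched blastocyst stage. Within the in vivo embryos it averaged 0.746, 0.932 and 0.98, and within the in vitro embryos 0.941, 0.941 and 0.971. RNA quality differed between sources at the 4-cell and morula stages in the paper's checks, and may enter the lower values there. From the similar dynamics of both sources the paper concludes that early embryos adapt well to where they develop.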

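Few markers of trophectoderm and inner cell mass passed both thresholds between sources, and more of the hypoblast did. CDX2, which specifies trophectoderm, had 25.4 ± 8.03 CPM (SD, n = 10) in in vitro and 28.9 ± 13.5 CPM (n = 10) in in vivo hatched blastocysts (adjusted p = 0.709 from limma). Of 30 trophectoderm markers 1 was higher in vitro, LGALS3 (1.21), and 1 lower, ID2 (−1.83), also over the list alone (camera adjusted p = 0.337). POU5F1, a pluripotency factor, had a log2 fold change of 0.96 (adjusted p = 0.000779 from limma) and NANOG one of −1.78 (0.00158), and neither passed both thresholds. Of 25 markers of inner cell mass and epiblast 1 was higher, DPPA5 (1.92), and 1 lower, DNMT3B (1 and 2 over the list alone; 0.458). Of 20 hypoblast markers 7 were lower and 0 higher (8 and 0 over the list alone; 3.9e-05, and 0.169 with an estimated correlation).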

At the hatched blastocyst stage, only limited transcriptional differences persisted. Additionally, the developmental-stage specific differences were more pronounced than the sex-specific differences, as previously described by Zeng et al. (2019), studying the transcriptome dynamics in in vivo developed day 8, 10, and 12 porcine embryos [16].

### Early porcine embryo development

The early embryo development was studied at the 4-cell, morula and hatched blastocyst stage for both in vivo developed and in vitro produced embryos. Previously, porcine embryos after EGA have been shown to display an increased abundance of transcripts involved in, among others, transcription [13]. Both the in vivo developed and in vitro produced 4-cell to morula transition was characterized by an enrichment of oxidative phosphorylation and EIF2 signaling. An increase in oxidative phosphorylation with developmental progression has previously been reported for mouse embryos [24]. Oxidative phosphorylation accounted for 60–70% of consumed oxygen in blastocysts, compared to 30% of consumed oxygen in cleavage stage embryos [24]. In addition, oxygen consumption of in vivo bovine blastocysts increased with increasing morphological quality and developmental stage [25]. Yet, in vitro produced embryos displayed a higher oxygen consumption, which was related to lower pregnancy rates [25]. Thus, in vitro morulae seem developmentally competent, as they display increased transcription of genes related to oxidative phosphorylation, as observed for the in vivo embryos. EIF2 signaling has previously been shown to be downregulated in parthenogenetically activated expanded porcine blastocysts compared to in vivo developed embryos, evidencing a correlation between aberrant EIF2 signaling and reduced developmental competence [26]. EIF2 signaling was upregulated in morulae compared to 4-cell embryos, irrespective of embryo source, evidencing cell growth and proliferation [27].

During the morula to the hatched blastocyst transition, both in vivo developed and in vitro produced embryos displayed an enrichment of the pathways 14–3-3-mediated signaling, xenobiotic metabolism general signaling pathways, and NRF2-mediated oxidative stress response. The 14–3-3 signaling plays a role in normal growth and development [28], cell polarity [29], and cell fate [30]. In bovine, the NRF-2 mediated oxidative stress response is enriched in competent blastocysts [31], and the functions and processes related to the NRF-2 mediated oxidative stress response and oxidative phosphorylation pathways have been suggested to be related to developmental competence [32]. The enrichment of the shared signaling pathways in both in vivo developed and in vitro produced embryos during development from the morula to hatched blastocyst stage appeared to be indicative of largely similar developmental transcriptional profiles, potentially related to embryo competence.

### In vivo developed versus in vitro produced hatched blastocysts

The differences between in vivo developed and in vitro produced hatched blastocysts were investigated to understand persisting transcriptional differences and their relationship to embryo competence. Whitworth et al. (2005) previously reported DEGs in porcine blastocyst stage embryos by comparing in vivo developed and in vitro produced embryos [23]. 

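HMGB1, a chromatin protein on chromosome 11 from 7195556 to 7321071, had 1646 ± 236 CPM (SD, n = 10) in in vitro and 2493 ± 446 CPM (n = 10) in in vivo hatched blastocysts. Its log2 fold change was −0.59 (standard error 0.14, adjusted p = 0.00295 from limma), short of both thresholds.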

Unlike the difference in expression of *HMGB1* they reported, we did not find a difference in its expression between in vivo developed and in vitro produced hatched blastocysts. The expression of *HMGB1* has been associated with the number of nuclei per embryo [23], suggesting that the stage of our hatched blastocysts is likely similar, thereby allowing the comparison between in vivo developed and in vitro produced embryos at this developmental stage. Likewise, there was no significant difference in the expression of *ATP5A1* between in vivo developed and in vitro produced hatched blastocysts. 

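ATP5A1, the alpha subunit of ATP synthase on chromosome 1 from 95738789 to 95750835, had 5809.9 ± 1025 CPM (SD, n = 10) in in vitro and 5542 ± 1465 CPM (n = 10) in in vivo hatched blastocysts, a log2 fold change of 0.10 (standard error 0.18, adjusted p = 0.754 from limma).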

The expression of *ATP5A1* has previously been used to indicate differences in metabolic rates in in vivo developed and in vitro produced blastocysts [23]. In addition, 71% of genes related to cellular metabolism were reported to be upregulated in in vivo developed compared to in vitro produced porcine blastocysts [33]. The in vitro hatched blastocysts in this study displayed a significant increase in amino acid metabolism. Among the genes related to amino acid metabolism, the arginine transporter *SLC7A1* has previously been reported to be significantly upregulated in in vitro produced embryos compared to in vivo developed embryos [34]. Porcine embryos deplete arginine from the culture medium at a higher rate at the expanded blastocyst stage compared to early blastocysts [35]. The arginine concentration in the embryo culture medium used in this study was at 0.1 mM [36]. It has previously been shown that adding arginine to a final concentration of 0.36 mM to the embryo culture medium decreased the *SLC7A1* transcript level in in vitro produced embryos to a level comparable to the in vivo developed embryos [34]. In our study, the in vitro produced hatched blastocyst displayed a higher transcript expression of genes related to tRNA charging and xenobiotic metabolism AHR signaling pathways. The in vivo developed embryos displayed a higher transcript expression of genes related to cyclins and cell cycle regulation, and LXR/RXR activation. in vitro produced porcine blastocyst have previously been reported to display a higher transcript expression of genes involved in, among others, mRNA transcription, nucleotide metabolism, DNA metabolism, amino acid metabolism, and lipid metabolism [34]. 

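LDHA and NDUFS6 had higher and SLC2A1 lower means in vitro, and limma called none of them. PKM, a pyruvate kinase, had a log2 fold change of −0.92 in in vitro against in vivo hatched blastocysts (adjusted p = 0.000623 from limma, n = 10 each), the glucose transporter SLC2A1 one of −0.56 (0.0375), and LDHA, which makes lactate, one of 0.90 (0.117). Of 22 glycolysis genes 0 were DEGs by limma, also over the list alone, with 12 at an unadjusted p under 0.05 (camera adjusted p = 0.388), and the edgeR quasi-likelihood test, the edgeR likelihood ratio test and DESeq2 called 1, 2 and 1. Of 65 nuclear genes of oxidative phosphorylation 0 were DEGs, also over the list alone, with 7 at an unadjusted p under 0.05 (0.593), and each of these 3 tools called 1. NDUFS6 of complex I had the smallest p among them, with 27.5 ± 12.8 and 12.7 ± 3.77 CPM.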

The higher metabolic rate of in vitro produced embryos is evidenced in our in vitro hatched blastocysts by an enrichment in tRNA charging and amino acid metabolism. This transcriptional profile is in line with the proposed quiet embryo hypothesis, where viability is highest for embryos with a low rate of metabolism [37]. In addition, embryos with high DNA damage display an increased amino acid turnover [38, 39]. Thus, we propose that the transcriptome of in vitro produced hatched blastocysts is indicative of an increased level of DNA damage, as evidenced by the higher degree of amino acid metabolism. 

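Targets of p53, the transcription factor that answers DNA damage, were higher in vitro. CDKN1A on chromosome 7 from 32354776 to 32363771 had a log2 fold change of 4.38 in in vitro against in vivo hatched blastocysts (standard error 0.45, adjusted p = 5.51e-08 from limma, n = 10 each). ZMAT3, a regulator of mRNA, had 258 ± 124 CPM (SD) in vitro and 34.4 ± 10.9 CPM in vivo (2.79), AEN, a nuclease, rose by 1.66 and FAS, a death receptor, by 3.22. Of 28 p53 targets 10 were higher and 0 lower (13 and 1 over the list alone; camera adjusted p = 1.72e-07, and 0.0476 with an estimated correlation). NBN, which senses double-strand breaks, and PMS2, of mismatch repair, had log2 fold changes of −1.30 and −1.17. Of 52 genes of DNA repair and damage checkpoint 2 were lower and 0 higher (2 and 0 over the list alone; 0.00427, and 0.0401 with an estimated correlation). Over all genes tested 769 of 17990 were DEGs, so the count of repair genes does not set that list apart. DNA damage itself was not measured. The paper reasons from the enrichment in tRNA charging and amino acid metabolism to a higher metabolic rate in vitro, and from amino acid turnover in damaged embryos to DNA damage.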

The effect of adding higher concentrations of arginine, i.e., 0.36 mM instead of 0.1 mM, to the embryo culture medium on the embryos’ amino acid metabolism and DNA damage should be evaluated. Thereby, an improvement of the currently employed in vitro fertilization pipelines can be assessed.

## Conclusions

Taken together, we show that early developing in vivo and in vitro produced embryos display largely similar transcriptome profiles. Embryos with compromised developmental competence are likely arrested at an early stage of development. At the blastocyst stage, only few differences persisted between in vivo and in vitro, and there was no transcriptional difference between male and female embryos. The in vitro produced hatched blastocysts displayed the  expression of transcripts indicative of a higher metabolic rate and the arginine transporter, suggesting a lower developmental competence compared to the in vivo developed embryos.

## Methods

### Embryo production

Porcine embryos were allowed to develop in vivo and were produced in vitro (Fig. 1). The development-specific transcriptome dynamics were investigated by analyzing 4-cell stage embryos, morulae and hatched blastocysts. At the hatched blastocyst stage, male and female in vivo embryos were compared to the respective in vitro produced embryos.

### In vivo

The in vivo embryos were produced as described previously [16]. In brief, 12 German Landrace × Pietrian crossbred gilts were kept at the Research station Thalhausen of the Technical University of Munich, Germany. The gilts were synchronized using Altrenogest ReguMate® for 12 days. Intergonan® (PMSG) was applied once on the following evening at 750 iU. Ovogest® (human chorion gonadotropin) was applied 3.5 days later at 750 iU. The next day (day 0), all animals were inseminated with sperm of the same Duroc boar, named SWIROC. On day 2, 4 and 6 post insemination, four gilts were randomly selected, stunned by electro-anesthesia and slaughtered by bleeding in a commercial slaughterhouse to retrieve the embryos. The reproductive tracts were collected immediately after slaughter and the embryos were recovered from the reproductive tracts by flushing. The day 2 embryos were flushed from the oviduct with 2 ml phosphate buffered saline (PBS), while on day 4 and 6, embryos were flushed from the uterus with 10 ml PBS per horn. The collected embryos were washed twice with fresh PBS and single embryos were transferred to a cryotube and snap frozen in liquid nitrogen. All samples were stored at − 80 °C until library preparation. At 2, 4 and 6 days after insemination, 4-cell embryos, morulae and hatched blastocysts were collected. Per group, *n* = 5–10 embryos were randomly selected, stemming from three to four gilts.

### In vitro

The in vitro embryos were produced as previously described [40, 41]. In brief, antral follicles on the surface of ovaries obtained from a local abattoir with a size of 3–6 mm in diameter were aspirated for the collection of cumulus-oocyte complexes (COCs) [41]. The maturation of COCs displaying more than three layers of compact cumulus cells took place by culturing them in FLI medium contained FGF2, LIF and IGF1 for 44–46 h [36]. During the first 22 h, the COCs were cultured in maturation medium supplemented with human chorionic gonadotropin and pregnant mare serum gonadotropin, followed by 22–24 h of culture in hormone free maturation medium in a humidified atmosphere of 5% CO_2_, 5% O_2_ and 90% N_2_ at 38.5 °C [41]. The in vitro fertilization was performed using frozen sperm derived from the same Duroc boar as used for the in vivo developed embryos to reduce an influence on genetic variation [40]. A group of 20 matured oocytes was co-incubated for 7 h with 1.0 × 10^6^ cells/mL in a porcine fertilization medium (Functional PeptideCo., Yamagata, Japan) in a humidified atmosphere of 5% CO_2_, 5% O_2_ and 90% N_2_ at 38.5 °C [40]. After fertilization, the cumulus cells and excess sperm were removed from the presumed zygotes and were cultured in Porcine Zygote medium-5 (Functional Peptide Co., Yamagata, Japan) in a humidified atmosphere of 5% CO_2_, 5% O_2_, and 90% N_2_ at 38.5 °C [40]. The embryos were produced in four independent experiments. Morphologically normal embryos of 4-cell stage, compacted morulae and hatched blastocysts were collected at the following time points after fertilization, respectively: 48 h, 100 h and 174 h. 4-cell stage embryos and compacted morulae were especially collected from a population of preselected 2-cell embryos at 30 h after fertilization to avoid sampling of abnormal embryos. Prior to freezing, the embryos were washed trice with PBS containing 0.1% PVA. The embryos were transferred to a 0.5 ml Eppendorf tube and snap frozen in liquid nitrogen. Samples were stored at − 80 °C until library preparation. Per group, *n* = 5–10 embryos were randomly selected, stemming from three to four experiments.

### RNA sequencing

Single 4-cell stage embryos (n = 5/production method), morulae (*n* = 10/production method) and hatched blastocysts (n = 10/production method) were obtained from in vivo flushing or were in vitro produced (Fig. 1). The library preparation for RNA-sequencing was conducted as previously described [42]. A total of 18 PCR cycles was used for the library preparation. Single embryos were lysed in 1 μl lysis buffer containing dNTPs and tailed oligo-dT oligonucleotides (30 nt poly-dT stretch and 25 nt universal 5’anchor sequence) plus 3.1 μl PBS [42]. The lysed embryos were subjected to cDNA synthesis and library preparation with the Smart-seq2 protocol as described previously [42]. The libraries were pooled and sequenced on the NovaSeq6000 with a sequencing depth of 14 ± 4 million reads per sample (mean ± SD).

### Data analyses and bioinformatics

Raw sequence reads (Fastq files) were analyzed on a locally installed Galaxy system [43]. Basic read statistics and read quality was evaluated based on FastQC reports [44], and a MultiQC overview report of all samples was generated [45]. Adaptors were clipped, sequences shorter than 20 bp were removed, and a low-quality end score of 20 was applied with the Trim Galore! tool [46]. The trimmed reads were aligned against the porcine genome (*Sus scrofa* 11.1) with HISAT2 [47]. The mapping rate was 84 ± 6% (mean ± SD). An additional sequencing quality control was included. The reads of three representative and most abundant transcripts were aligned and visualized with the Integrative Genomics Viewer (IGV, version 2.8.2). The sex of both morulae and hatched blastocysts was assigned based on the expression of *DDX3Y*, *EIF1AY* and *EIF2S3Y* [16, 48]. Even though the morulae still had sperm attached to their zona, females were identified based on the absence of expression of the Y-chromosome specific genes. The 4-cell embryos were not sexed, as they were sampled around the time of EGA and as sperm were still attached to the zona. A between group analysis was conducted in R (version 3.6.1) [49]. A self-organizing tree algorithm was ran for both embryo production methods to visualize the developmental dynamics [50]. Differential gene expression analyses was conducted with EdgeR [51]. A false discovery rate (FDR) of < 0.1% and an absolute log_2_FC > 1 was applied to identify the differentially expressed genes (DEGs), which had a CPM > 0.5 in at least one of the replicates per experimental condition. The identified DEGs were used for pathway enrichment analyses [52]. The functional analysis was conducted with the Qiagen Ingenuity Pathway Analysis (IPA) software. Human orthologues of DEGs were identified with the Mammalian Annotation Database for improved annotation and functional classification of Omics datasets from less well-annotated organisms [53]. A total of 21,211 21211 porcine genes were expressed and 17,219 17219 human orthologues were identified. To conduct canonical pathway analyses, different log_2_ FC cut-offs were set to prevent an enrichment of redundant and overly general pathways [52]. To prevent overly general pathway enrichments, a maximum of 3000 DEGs should be used, while allowing the inclusion of as many DEGs as possible (Qiagen IPA user manual). In addition, to prevent functional enrichment analysis biases, the background “universe” (Additional file 4) was defined by all genes detected in the RNA-seq experiment [54]. An absolute log_2_ FC cut-off of 6 was applied to obtain 3063 DEGs for canonical pathway analysis for the in vivo 4-cell to morula stage, while a log_2_ FC cut-off of 1.7 was applied to obtain 1559 DEGs for canonical pathway analysis for the in vivo morula to hatched blastocyst stage. An absolute log_2_ FC cut-off of 4 was applied to obtain 2616 DEGs for canonical pathway analysis for the in vitro 4-cell to morula stage, while a log_2_ FC cut-off of 1.7 was applied to obtain 2656 DEGs for canonical pathway analysis for the in vitro morula to hatched blastocyst stage. An absolute log_2_ FC cut-off of 0.8 was applied to obtain 377 DEGs for canonical pathway analysis for the in vivo versus in vitro hatched blastocysts. Canonical pathways were considered statistically significant with a *p* ≤ 0.05 and an absolute z-score > 2.

## Supplementary Information

**Additional file 1. **Embryonically detected transcripts. The detected transcripts for each developmental stage and production method are displayed as violin plot, boxplot and individual data points. Letters in the graph indicate statistically significant differences (*p* < 0.05) between the developmental stages for each production method.

**Additional file 2.** cDNA profiles and library smear analysis of in vivo developed and in vitro produced 4-cell embryos, morulae and hatched blastocysts.

**Additional file 3.** Read alignments and coverage of *SDHD*, *DNMT1*, and *KPNA7* for the 4-cell embryos, *SDHD*, *DNMT1*, and *UEBE2* for the morulae, and *DNMT1*, *FTH1*, and *FABP3* for the hatched blastocysts.

**Additional file 4.** Background “universe” used for Ingenuity Pathway Analysis which includes all identified genes in the RNA-seq experiment and the human orthologues used for the biological function analyses with the© 2000–2020 QIAGEN Ingenuity Pathway Analysis software.

## Data Availability

The dataset generated and analyzed during the current study are available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE155043.

## Abbreviations

COCs: cumulus-oocyte complexes
DEGs: differentially expressed genes
EGA: embryonic genome activation
E2: estradiol-17β
ICM: inner cell mass
IPMK: inositol polyphosphate multikinase
PCA: principal component analyses
RAC1: Rac family small GTPase 1
SCNT: somatic cell nuclear transfer
TE: trophectoderm

# Supplementary material for: Transcriptome dynamics in early in vivo developing and in vitro produced porcine embryos
**Source:** BMC Genomics. 2021 Feb 27;22:139. doi: 10.1186/s12864-021-07430-7
**Supplement:** Supplementary file 1 — Additional file 1. Embryonically detected transcripts. The detected transcripts for each developmental stage and production method are displayed as violin plot, boxplot and individual data points. Letters in the graph indicate statistically significant differences (p < 0.05) between the developmental stages for each production method.

Additional file 1: Embryonically detected transcripts

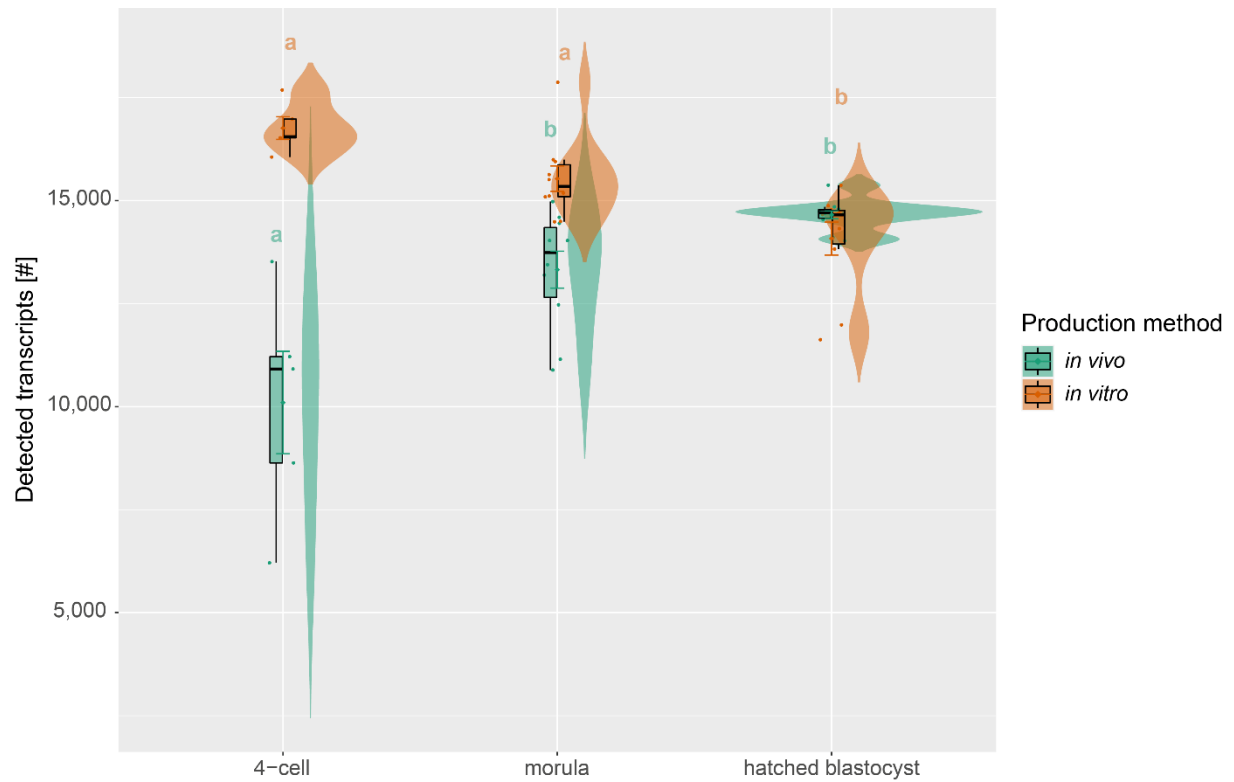

Additional file 1. Embryonically detected transcripts. The detected transcripts for each developmental stage and production method are displayed as violin plot, boxplot and individual data points. Letters in the graph indicate statistically significant differences ($p < 0.05$) between the developmental stages for each production method.

# Supplementary material for: Transcriptome dynamics in early in vivo developing and in vitro produced porcine embryos
**Source:** BMC Genomics. 2021 Feb 27;22:139. doi: 10.1186/s12864-021-07430-7

Porcine embryos cDNA profiles

In vivo 4-cell embryo

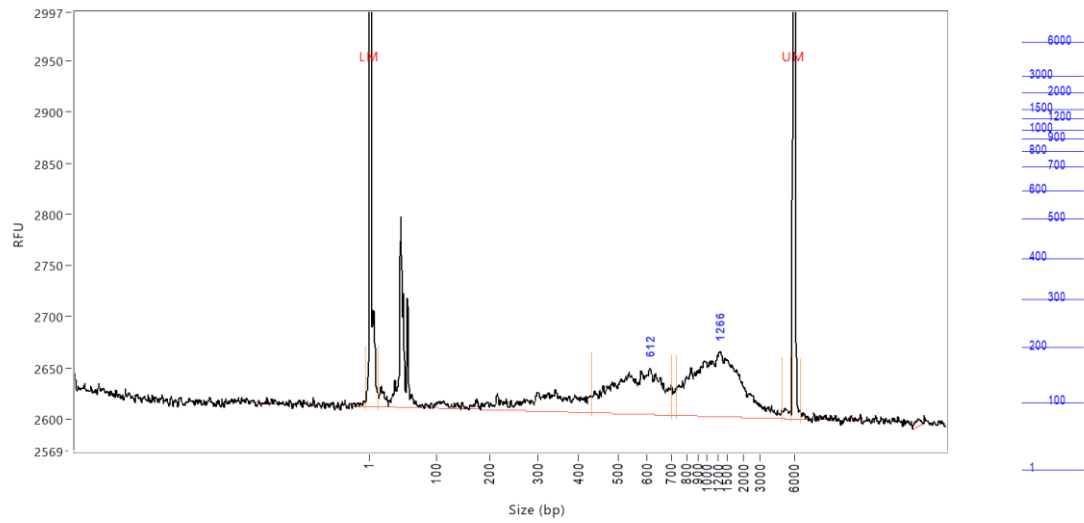

In vitro 4-cell embryo

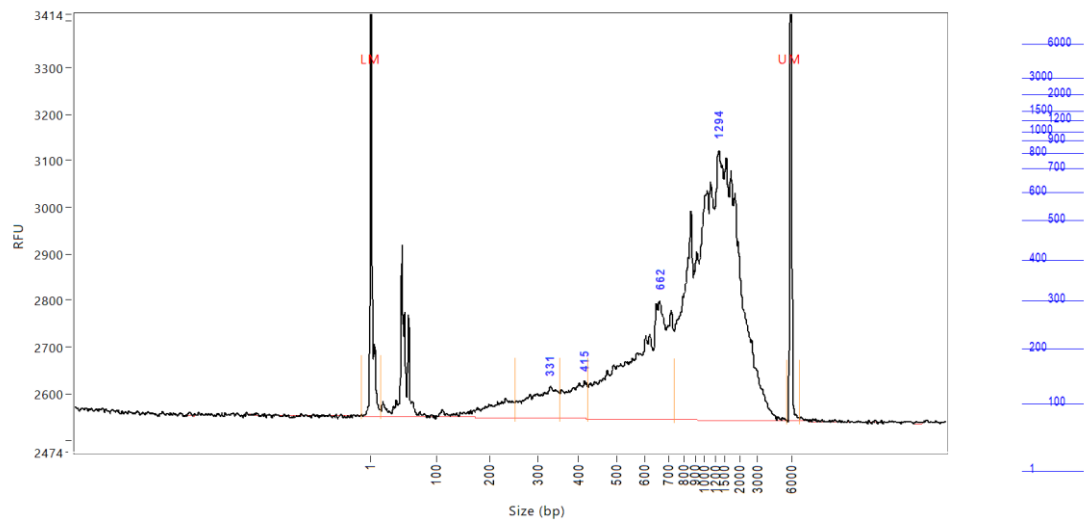

Additional file 2: cDNA profiles and library smear analysis

In vivo morula

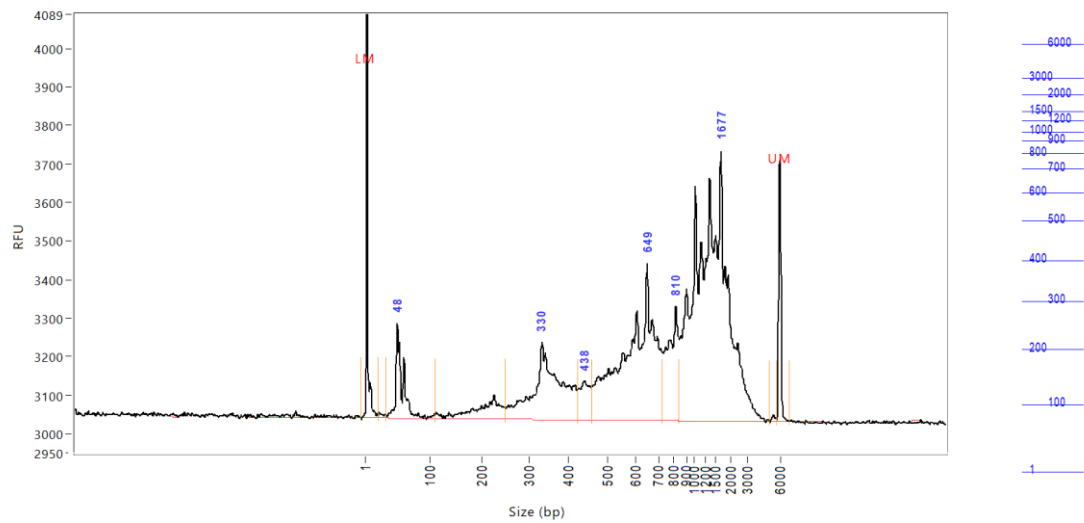

In vitro morula

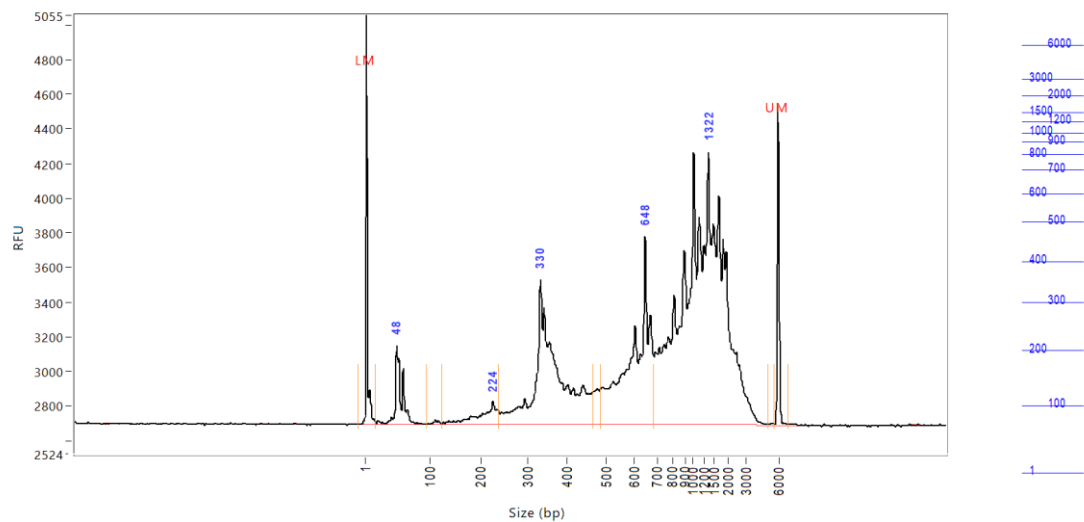

Additional file 2: cDNA profiles and library smear analysis

In vivo hatched blastocyst

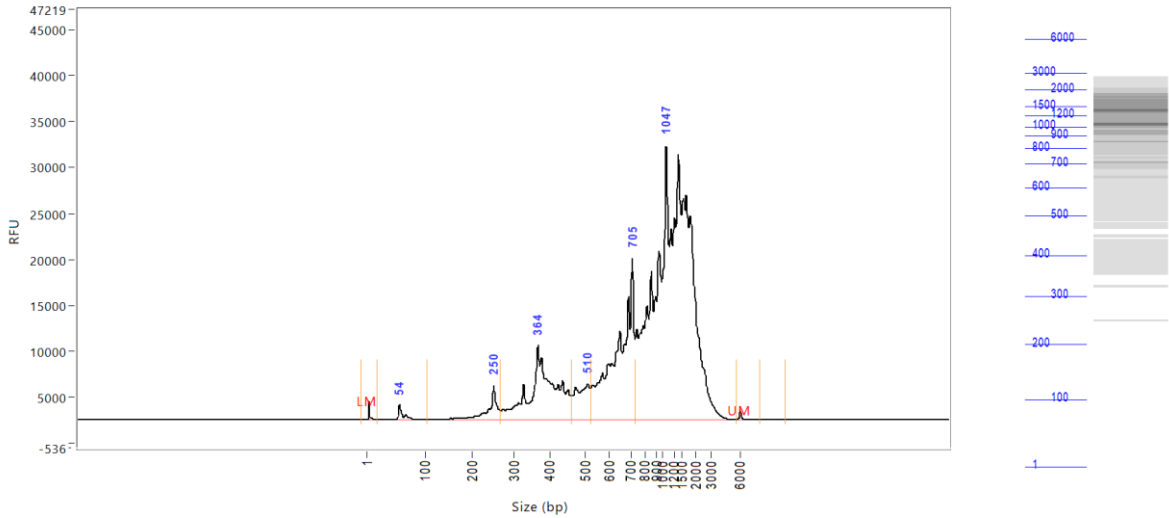

In vitro hatched blastocyst

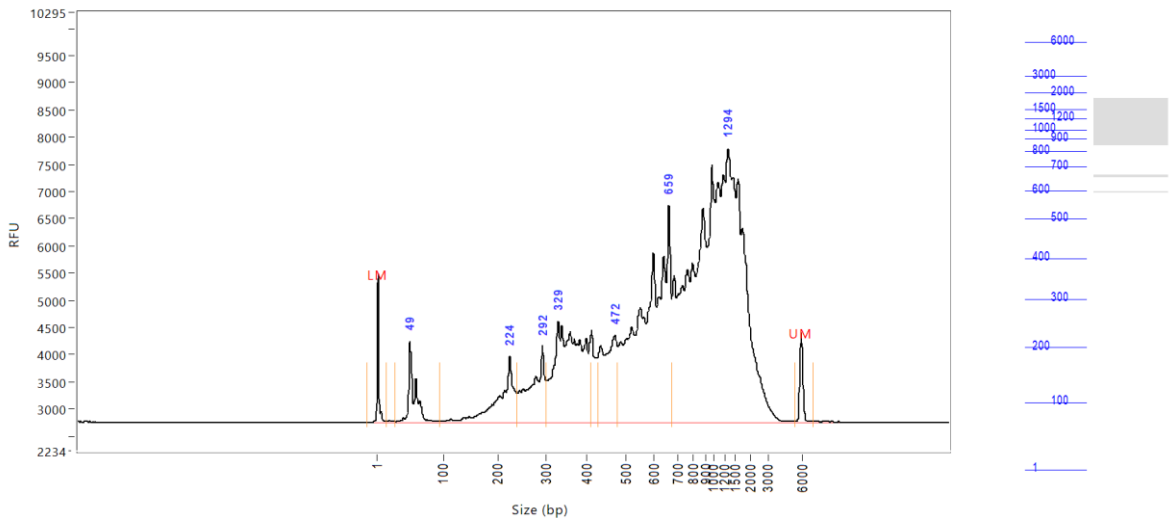

Porcine embryos library smear analysis

In vivo 4-cell embryo

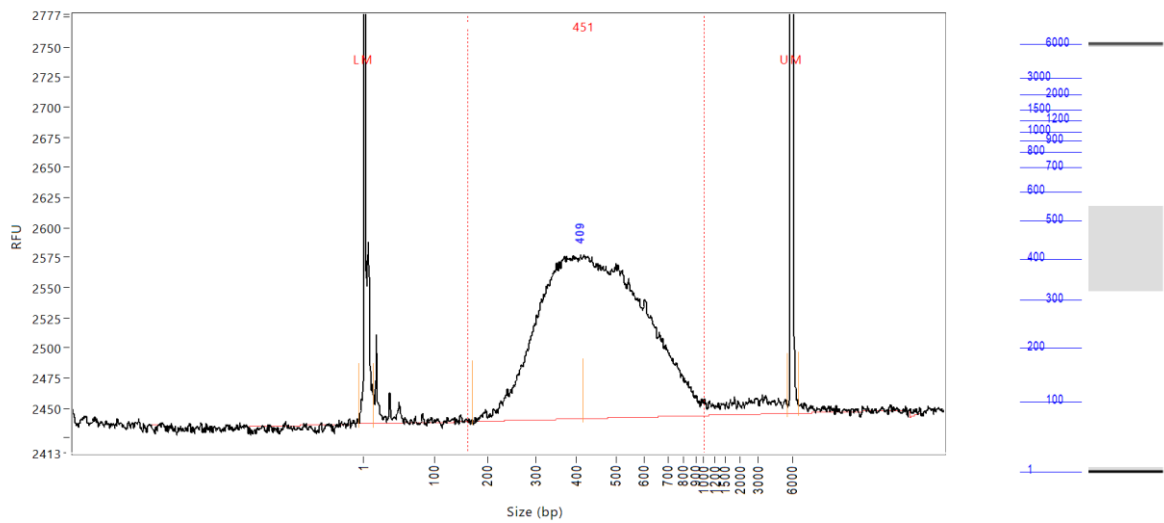

In vitro 4-cell embryo

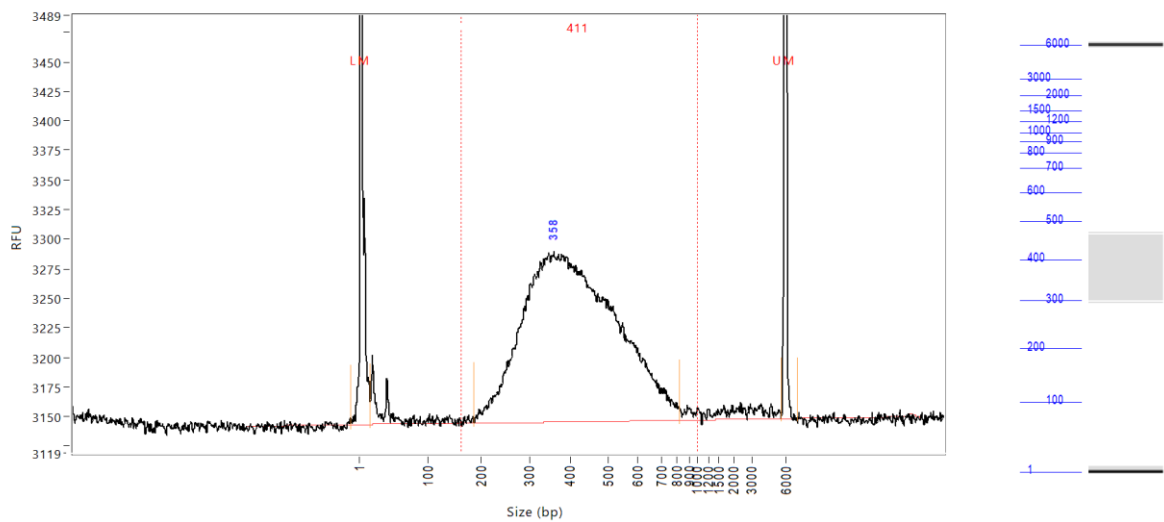

Additional file 2: cDNA profiles and library smear analysis

In vivo morula

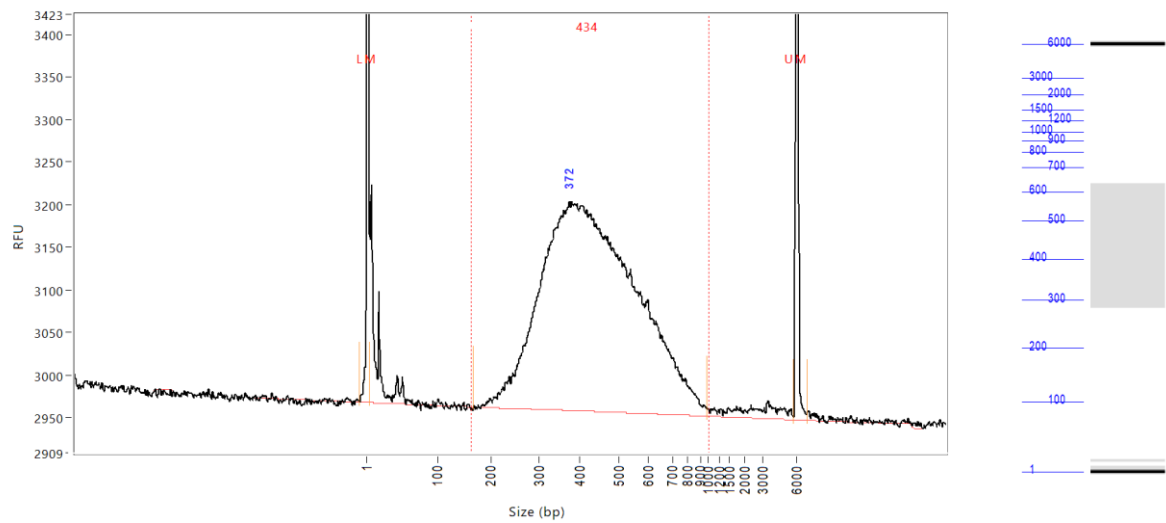

In vitro morula

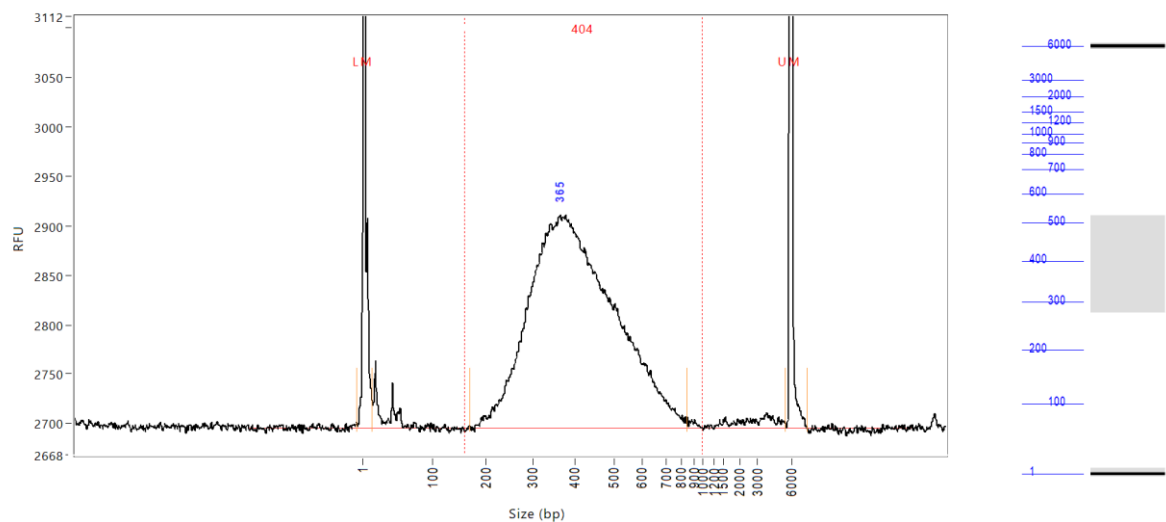

Additional file 2: cDNA profiles and library smear analysis

In vivo hatched blastocyst

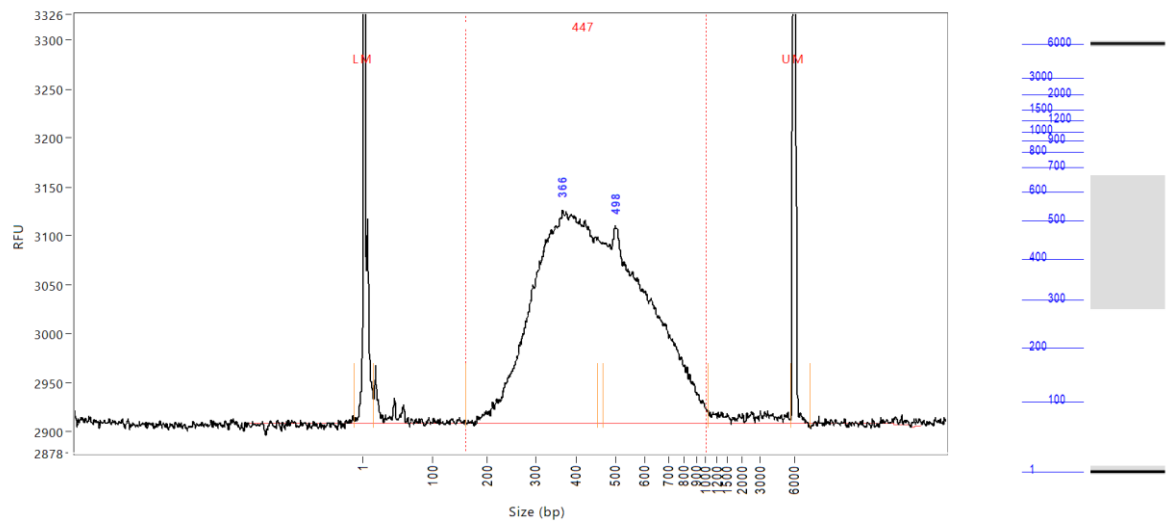

In vitro hatched blastocyst

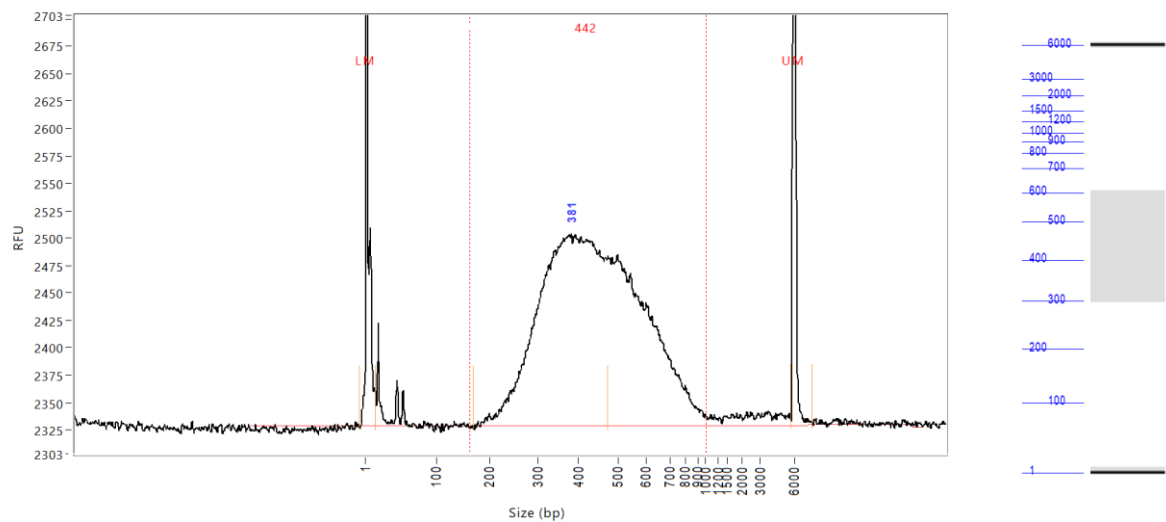

**Supplement:** Supplementary file 2 — Additional file 2. cDNA profiles and library smear analysis of in vivo developed and in vitro produced 4-cell embryos, morulae and hatched blastocysts.

# Supplementary material for: Transcriptome dynamics in early in vivo developing and in vitro produced porcine embryos
**Source:** BMC Genomics. 2021 Feb 27;22:139. doi: 10.1186/s12864-021-07430-7

Alignment coverage 4-cell embryos

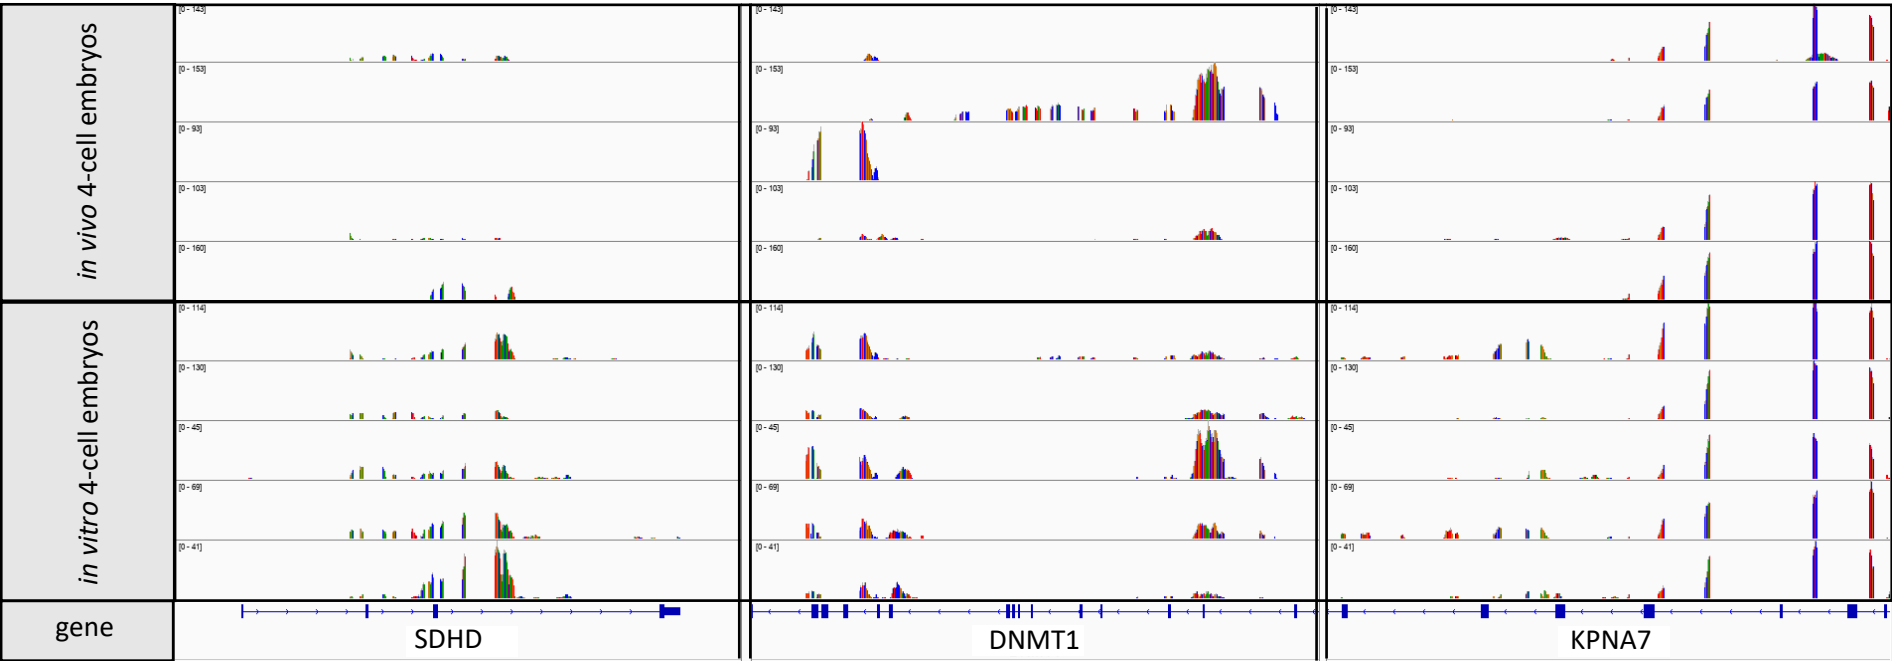

Alignment coverage morulae

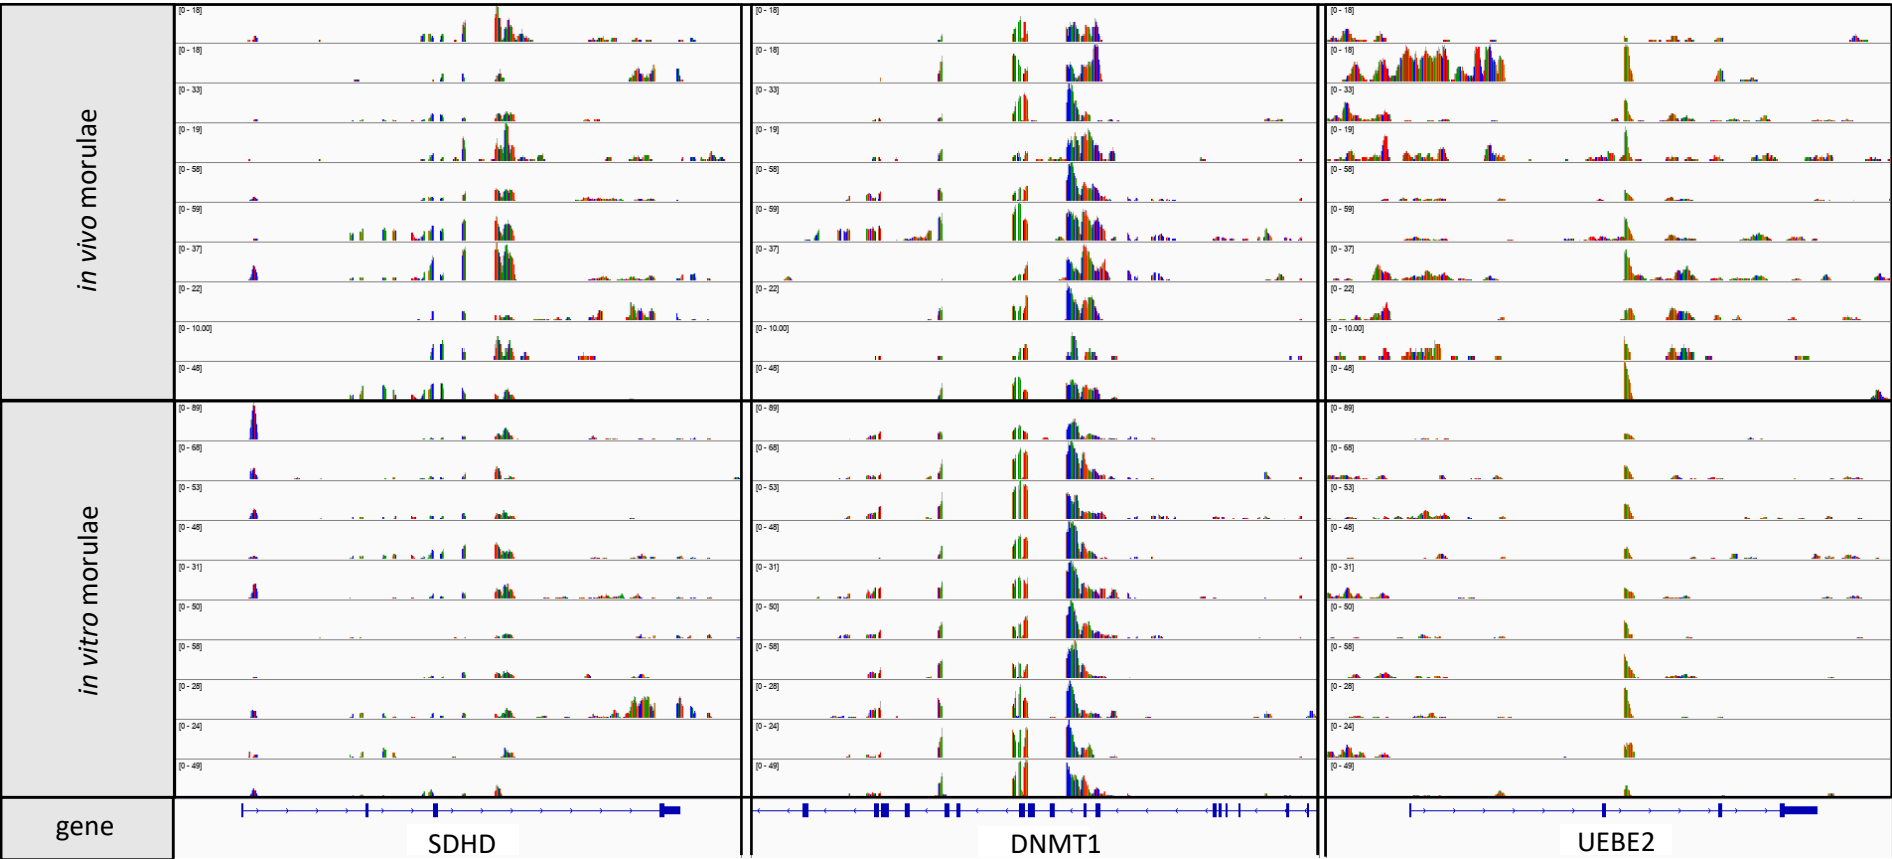

Additional file 3: read alignment coverage

Alignment coverage hatched blastocysts

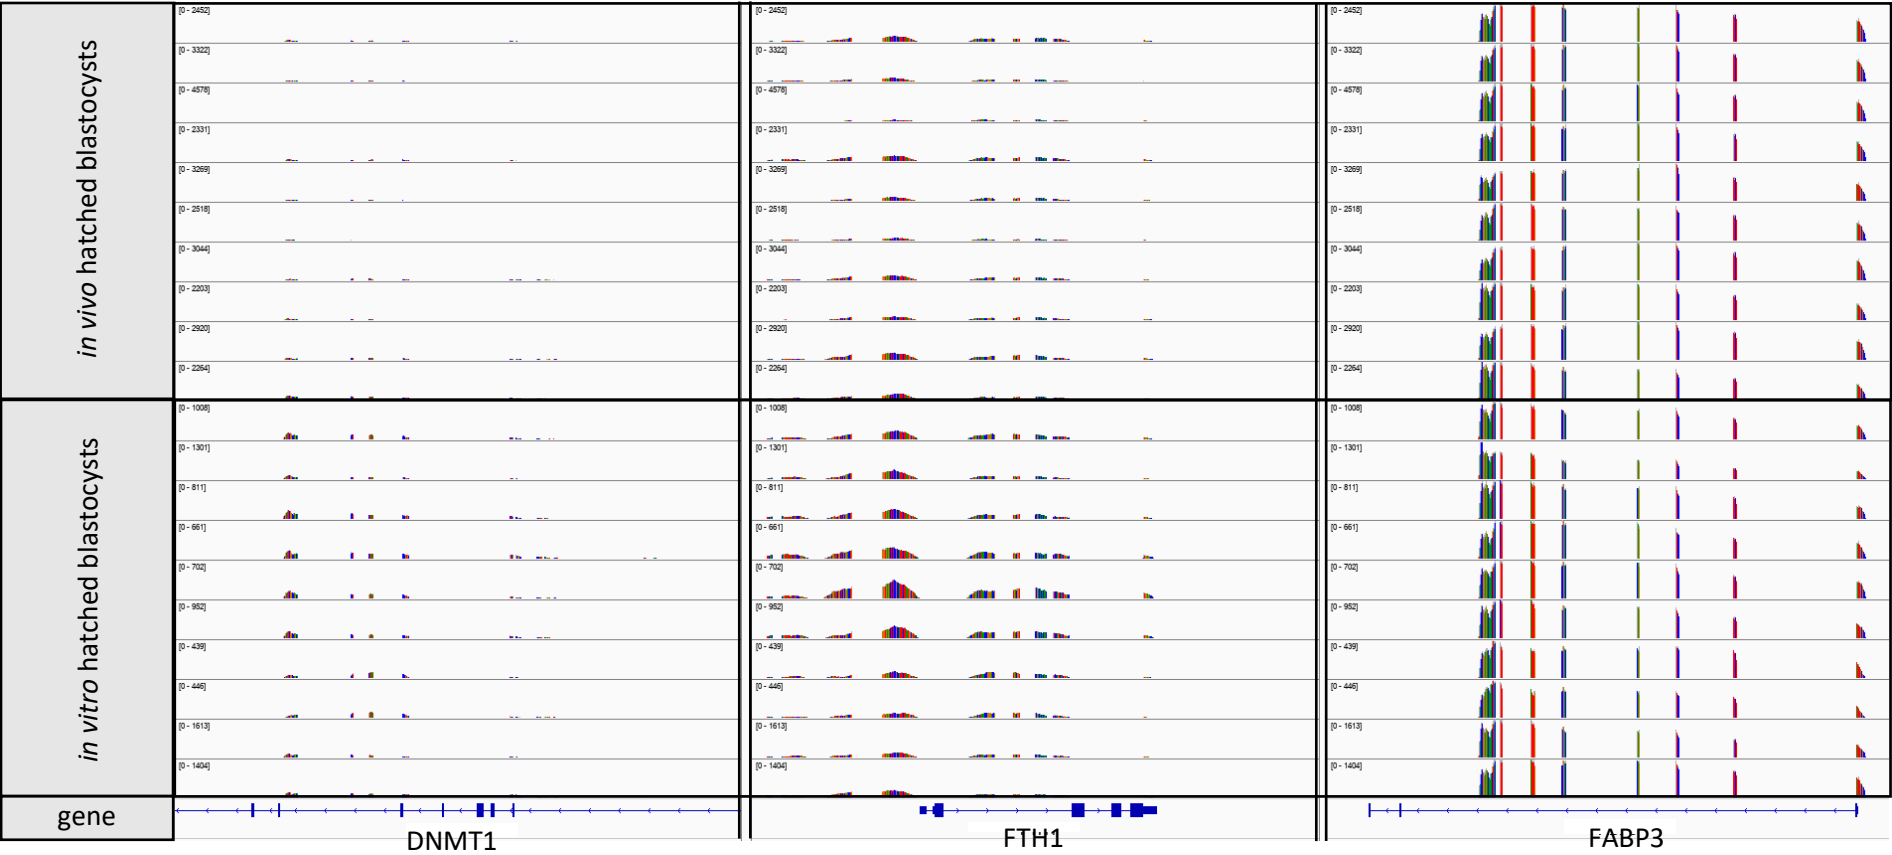

**Supplement:** Supplementary file 3 — Additional file 3. Read alignments and coverage of SDHD, DNMT1, and KPNA7 for the 4-cell embryos, SDHD, DNMT1, and UEBE2 for the morulae, and DNMT1, FTH1, and FABP3 for the hatched blastocysts.

How the deposited data were processed for this re-analysis (not part of the article)

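RNA of 50 single porcine embryos was measured with Smart-seq2, 1 library per embryo: 5 in vivo and 5 in vitro 4-cell embryos, 10 and 10 morulae, and 10 and 10 hatched blastocysts. The in vivo embryos came from several gilts and the in vitro embryos from several experiments, but neither is given per embryo, so no gilt or experiment could enter a model. The morulae and hatched blastocysts carry the authors' sex labels, which are used as given.

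The authors trimmed the reads with Trim Galore, aligned them to Sus scrofa 11.1 with HISAT2 on Galaxy, checked them with FastQC and MultiQC, and compared groups with edgeR. The versions of these tools, the counting tool and the annotation release are not stated. The signal values that the authors deposited per embryo are CPM, that is reads of a gene over the library total scaled by a normalization factor, per M. The log2 values in the deposited tables are edgeR's log2 fold changes, first-named group minus second, and average log2 CPM, as the authors computed them. The score in those tables is the likelihood ratio statistic that edgeR gave the authors. The p-values and FDR values in them were calculated by the authors with edgeR, the FDR by the method of Benjamini and Hochberg over all genes of a table. The authors' fold changes, scores, p-values and FDR values entered no test here and are only set beside the values of the re-analysis.

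Each table held 30321 gene identifiers, of which 17413 have a symbol, matched to the reference annotation by identifier. The values of an embryo differed between tables by at most 8.4e-10 CPM. Reads were recovered by dividing the values of an embryo by its smallest step, and were whole numbers to within 0.1 reads in 49 embryos. For the in vivo 4-cell replicate B1 the step lay too close to a round decimal number to tell reads from rounding, so this embryo was left out of every count test and of thinning. The factors in the deposited values had a Pearson r of 0.9954 with TMM factors computed from the recovered reads of the 49 embryos, on the log scale. Since the files held CPM in place of reads, the test set for that case before the data were examined was used throughout, limma on log2(CPM + 1), and the edgeR and DESeq2 tests on recovered reads are alternatives.

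The depth was 4.20 ± 1.29 M reads per embryo (SD, n = 49, without B1), from 1.44 to 7.71 M. In 3 of these, the in vitro hatched blastocysts D3 and E4 and the in vivo morula F1, it was under 2 M. Values of a few CPM rest on a few reads in such an embryo. Fold changes on log2(CPM + 1) are smaller than those of the CPM for genes of a few CPM. The test was tried on simulated data, negative binomial embryos with the depth, means and dispersions seen here and 50 genes changed at each fold. Between 10 in vivo and 10 in vitro hatched blastocysts it recovered 16, 47, 50 and 50 of 50 genes changed 2-, 4-, 8- and 16-fold, and called 1 unchanged gene of 16647 tested. Between 4 and 3 embryos labelled female it recovered 3, 34, 46 and 49. These simulated embryos were fitted as 2 groups alone, unlike the fit of 4 groups used for the comparisons by label.

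Differential expression was computed with limma 3.58.1 (trend of the variance on the mean) in R 4.3.3, with edgeR 4.0.16 and DESeq2 1.42.0 as other tools. Genes over 0.5 CPM in at least 1 embryo of either compared group were tested. DEGs had a Benjamini-Hochberg adjusted p under 0.001 and an absolute log2 fold change over 1. The comparisons were the 2 stage transitions in each source, in vivo against in vitro hatched blastocysts in all embryos and within each labelled sex (from 1 fit of the 4 groups of source and label), labelled female against labelled male within each source, the interaction of source and labelled sex, and the interaction of source with the step from morula to hatched blastocyst. No paired analysis was possible because the codes at the end of the embryo names do not pair embryos: of the 6 codes in both groups of hatched blastocysts, 0 gave a pair with a correlation of the residuals over 0.1, and 0 embryos correlated best with the embryo of the same code. A replicate block on these codes was nevertheless run as set before the data were examined.

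Lists of genes, 36 in all, were written before the values were examined, among them oxidative phosphorylation, mitochondrial DNA genes, ribosomal proteins, EIF2 signaling, 14-3-3 signaling, xenobiotic metabolism, NRF2, tRNA charging, aryl hydrocarbon receptor, cyclins, LXR/RXR, the amino acid genes of Fig. 6c, ATF4 targets, other amino acid transporters, p53 targets, DNA repair, glycolysis, cholesterol, fatty acid and steroid synthesis, maternal transcripts, nucleolus, trophectoderm, inner cell mass and hypoblast markers, interferon, hypoxia, heat shock, apoptosis, DNA methylation, NAD and glutathione, and markers of cumulus, oviduct, blood and sperm cells. They were tested with camera at a preset correlation of 0.01 and, as an alternative, with a correlation estimated from the data, and counted with an adjusted p over all genes tested and adjusted over the list alone. The members were written from general knowledge of each pathway or cell type, without a database. The authors' enrichment analysis was not repeated, since the pathway software and its gene sets are not in the files.

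Genes named in the text were chosen by a rule set before the data were examined. In each of the 5 main comparisons these are the 10 DEGs with the largest increase and the 10 with the largest decrease among genes with a symbol, a mean of at least 10 CPM in the higher group and no overlap between groups. To these come every gene the paper names, and up to 4 members of each list with the smallest p in a comparison. Genes named outside this rule are said to be so where they appear. A few passages name list members or genes of the rule in a second comparison.

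The between-group analysis took the principal components of the group means of log2(CPM + 1) and projected each embryo onto them. Expression patterns came from k-means with 3 clusters and 25 starts on standardized log2(CPM + 1) of the DEGs of either transition. Distances between embryos are 1 minus Pearson r of log2(CPM + 1). Transcripts over 0.1 CPM were counted per embryo, and again after thinning the embryos to 1438600 reads. Single values were compared by exact permutation tests, or by permutation tests with 100000 resamples where groups held 10 embryos. Counts of DEGs were set beside those of up to 100 random splits of the same embryos. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

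The alternatives set before the data were examined were median-of-ratios normalization, a filter in each compared group, no filter, no limit on the fold change, the edgeR likelihood ratio test, DESeq2, all 3 stages or only the 2 compared groups in a fit, labelled sex as a covariate, the replicate block, leaving out each replicate of groups of 3 to 5, log2(CPM + 0.1) for distances, components and patterns, ordinary principal components, hierarchical clustering, thinning, other thresholds for detection, Spearman's rho, genes of at least 10 CPM, split morulae, and an adjusted p under 0.05 for list counts. Chosen after the data were seen were log2(CPM + 0.1) for DEG counts, limma without the trend, the edgeR quasi-likelihood test, leaving out the 2 hatched blastocysts under 2 M reads, the embryos with a shared code and no block, and leaving out the in vitro morula B2. Of the genes that tell the sexes apart, DDX3Y, EIF2S3Y and XIST are not among the identifiers, nor are the 13 protein genes of the mitochondrial DNA. Raw reads were not analysed here.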

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

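The tests of explanations and the counts of random splits given here were chosen after the results were seen; the search for embryos far from their group and the interaction were set before the data were examined. In 400 groups of 4 to 10 embryos, the highest or lowest value of a measure was compared with the others, and 40 groups held an embryo far from the rest, where chance gives about 1 in 20, or 20 groups. An unusual value of a single gene is therefore weak evidence about that embryo.

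EIF1AY, on chromosome Y, was over 10 CPM in 8 of 15 embryos labelled female and at 10 CPM or less in 10 of 25 labelled male, so 18 embryos were out of place, in both sexes of each group of morulae and hatched blastocysts; exact 2-sided permutation tests of its level between labels gave p of 0.233, 0.817, 0.238 and 1.0 in the 4 groups. RNA of sperm held by the zona is excluded as the whole cause, because 8 labelled males were at 0 CPM and 4 of 7 labelled-female hatched blastocysts, which have shed the zona, were over 10 CPM. Reads of the X-linked EIF1AX counted as EIF1AY are excluded too, since EIF1AX was at 501 CPM or more in every embryo with no EIF1AY read. Labels exchanged within groups would put embryos out of place in both sexes, as the 18 are, and stay open. The numbers out of place match between the labels in 3 groups, with 2 and 2, and not in the in vitro morulae, with 2 and 4. The in vitro hatched blastocysts lay apart by label on components computed from the labels (59.9 between labels, 12.7 within, 1-sided permutation p = 0.04). On ordinary components the distances were 48.5 and 17.9 (1-sided exact permutation p = 0.0667). Of the 3 labelled female, 2 are the ones under 2 M reads. Males that fail to transcribe EIF1AY alone are excluded. The other Y-linked genes summed to at most 93 CPM in the 10 labelled males at 10 CPM or less and to at least 482 CPM in every embryo over 10 CPM. Each label of each group thus mixed embryos high and low in Y transcripts. The comparisons by label therefore cannot answer whether the sexes differ.

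The in vivo 4-cell embryos lay farther from each other than the in vitro ones, and replicate C1, at a mean distance of 0.384 from the others, was far from the rest of its group. Depth is excluded as the whole cause, since the ratio of the mean distances was 3.89 after thinning to equal reads, which leaves out B1 (3.98 with all embryos and 4.24 without B1, both unthinned). A single aberrant embryo is excluded as the whole cause, with a ratio of 2.88 without C1, and so are dropouts of low genes, with 3.33 among genes of at least 10 CPM (exact 2-sided permutation p of at most 0.0238 in the 3 tests). The lower RNA quality, input and cDNA yield that the paper names for these embryos, which held 6209 to 13520 transcripts over 0.1 CPM (16059 to 17686 in vitro), stay open, as do differences between gilts or in the time since cleavage; none is given per embryo, and no biological explanation was tested.

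The in vitro morula B2, labelled female and with 3.16 M reads, had more transcripts over 0.1 CPM than the other in vitro morulae (17873), a larger mean distance from them (0.101), and far higher maternal transcripts: KPNA7 at 235 CPM, WEE2 at 427, BTG4 at 608, H1FOO at 269, GDF9 at 80.4 and DNMT1 at 1752 CPM. AK4 was at 705, SULT1E1 at 308 and BAD at 403 CPM in this embryo, all far from the others. A 4-cell embryo labelled as a morula is excluded. Over 1247 genes that rise by the morula stage, B2 had reached a median of 67.6% of the rise (85.6 to 131.0% in the other morulae). Decay of maternal transcripts slowed alike for all genes would leave a lower share in the genes that the other morulae clear most. The median share of the 4-cell level was 12.6% in the 168 genes with under 1% left in the other morulae. It was 10.2% in 851 genes with at least 3% left. These shares argue against such slowing as the whole cause. Decay slowed by different amounts between genes is not excluded. A candidate explanation is RNA of blastomeres of the 4-cell stage, which would give a single share for all genes that fall: over 1584 such genes the median share was 11.0%, with quartiles of 8.44 and 14.1% (medians from −2.67 to −0.683% in the other morulae). This candidate was judged on the genes that fall alone. A share of 11.0% by itself would not lower the rise to the 67.6% seen in B2, so it leaves part of that shortfall unexplained. As sources of such RNA, cells arrested within the embryo and carry-over from a 4-cell library remain open and were not told apart.

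In the in vivo 4-cell embryos, 1 embryo in each case was far from the other 4 for SLC25A3 (E1, 5.74 CPM), PTGS2 (A1, 0.976), KRT8 (A1, 0.163), MYL6 (A1, 4.39), NDUFA5 (D1, 0.38), NDUFA13 (D1, 2.66), NDUFAB1 (E1, 7.8), EIF3G (D1, 2.28), EIF3F (E1, 9.27), EIF2B3 (D1, 3.04), WEE2 (C1, 22.9) and QARS (C1, 33.2). Among the in vitro 4-cell embryos it was ATP5B (A1, 144 CPM). Among the in vivo morulae these were BTG4 (D2, 13 CPM), QARS (G1, 462), FN1 (B2, 0.405), RSPO3 (A3, 1.57) and VIM (E2, 0.236). The values of KRT8 in the 4-cell embryo A1, FN1 in the morula B2 and VIM in the morula E2 are 1 read each. NDUFA5 in the 4-cell embryo D1 rests on a few reads, and all of these lie at the floor. In vivo hatched blastocysts far from the others were H4 for BAD (1.77 CPM), POU5F1 (14.2) and TUBB6 (2.79), G3 for HSD17B4 (126), G4 for PSPH (31.7) and F4 for PMS2 (7.25). In vitro they were E4 for UPP1 (1138 CPM), C4 for ALDH3A2 (74.1), A4 for ENPP3 (2.47) and D3 for TPM3 (495).

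The step from morula to hatched blastocyst differed between sources in 963 genes by limma (384 changed more upward in vitro and 579 more downward, of 21442 tested). This contrast sets morulae of different RNA quality against each other, which the paper avoided, so RNA quality may enter the count. The balance turned on the recovered reads, with 577 and 434 by the edgeR likelihood ratio test, 570 and 470 by DESeq2 and 406 and 262 by edgeR quasi-likelihood. Of 100 splits, 1, the real one, gave as many, and the highest of the others gave 0. These splits moved embryos across all groups of source and stage, which puts the differences of stage and source into the residual spread. They therefore cannot decide on chance for the interaction. Chance assignment of single embryos is excluded for the DEGs of the stage transitions in vivo (4521 and 1646) and in vitro (8426 and 4181). It is also excluded between sources in all hatched blastocysts (769) and in those labelled male (463). In each, 1 of 100 splits was as large, the real one. The highest of the others gave 8 for the first transition in vivo and 0 for the rest. Gilts and in vitro experiments are not given per embryo, so chance differences between them are not excluded. In the hatched blastocysts the collection time differs with the source, and the effects of these are not told apart. For the hatched blastocysts labelled female, 1 of all 35 splits, the real one, gave as many as 126, and the highest other gave 3. Between the labelled sexes limma called 0 genes in vivo, 0 in vitro and 0 for the interaction of source and label (353, 2079 and 1386 genes at an unadjusted p under 0.05; edgeR quasi-likelihood 0, 0 and 1, edgeR likelihood ratio and DESeq2 1 each in all 3), and with a count of 0 each of the 100 splits (100 of 100) gives as many, so the splits say nothing on chance here; the highest of the other splits gave 1, 6 and 1.

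Gene lists for pathways that the paper does not analyse were also flagged between sources of hatched blastocysts. Of the 30 p53 targets with an identifier, 10 were DEGs, all higher in vitro. Of the 53 genes of DNA repair and damage checkpoint with an identifier, 2 were DEGs, both lower. Over all genes tested, 769 of 17990 were DEGs, so the count of DNA repair genes does not set that list apart.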

How the results depend on the processing

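The pseudocount of 0.1 for counts of DEGs, limma without the trend, the edgeR quasi-likelihood test and the settings that leave out the hatched blastocysts under 2 M reads, the embryos without a shared code or the in vitro morula B2 were chosen after the results were seen; the other alternatives were set before the data were examined. Over the comparisons and summaries, 173 values under an alternative kept their call or stayed near the reported value, 61 moved and 4 lost significance. The cause was not tested for any change below unless a cause is given.

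Counts of DEGs moved by over 1.5 times as follows. From the 4-cell stage to the morula in vivo, edgeR quasi-likelihood gave 2920 (4521 reported). From the morula to the hatched blastocyst in vivo, all 3 stages in the fit gave 963 (1646). Between sources of hatched blastocysts (769), no limit on the fold change gave 1174, the edgeR likelihood ratio test 1210, the 12 embryos with a shared code 312 without a block, fewer embryos being tested, and 0 with the replicate block (3504 at an unadjusted p under 0.05; the block was run with limma alone). For those labelled female (126), no filter gave 66, edgeR quasi-likelihood 71, the likelihood ratio test 202, DESeq2 220, and leaving out the 2 hatched blastocysts under 2 M reads 8; the last leaves 1 labelled-female embryo in vitro, assumed to vary like the other groups. For those labelled male (463), the likelihood ratio test gave 861 and DESeq2 777. Between the labelled sexes (0 by limma) the likelihood ratio test and DESeq2 each gave 1 gene in vivo and 1 in vitro, and in vitro the pseudocount of 0.1 gave 1 and limma without the trend 2. For the interaction of source and label (0), edgeR quasi-likelihood, the likelihood ratio test and DESeq2 gave 1 each.

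Leaving out 1 embryo gave 53 to 89 DEGs in labelled females, 53 without D3 and 58 without E4 in vitro, 65 without G3 and 75 without E4 in vivo. It gave 0 to 23 between the labelled sexes in vitro, 23 without A4, and 0 to 0 in vivo and for the interaction of source and label. The other ranges were 3988 to 5236 (4-cell stage to morula, in vivo), 7839 to 8596 (in vitro), 435 to 472 (labelled male) and 2.88 to 4.45 (ratio of distances of 4-cell embryos). Without B2 there were 4132 DEGs from morula to hatched blastocyst in vitro and 991 for the interaction of source and stage.

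After thinning, the change in detected transcripts was 2627 in vivo (adjusted p = 0.0666, 0.024 to 0.0666 over its alternatives) and −973 in vitro (0.0666, 0.0173 to 0.0666) from the 4-cell stage to the morula, and 432 in vivo from the morula on (0.171), which was 125 at CPM over 1 (0.547, 0.00948 to 0.547 over its alternatives). The later fall in vitro held under each alternative (0.00024 to 0.00948). Of these alternatives, at least 1 read is the same measure as CPM over 0.1 in every embryo, and so is no separate check. Thinning also leaves out the in vivo 4-cell embryo B1 (n = 4), so depth and this embryo are not told apart in the first value. Components 1 and 2 explained 83.6 and 12.5% in vivo, 73.2 and 21.4% in vitro and 63.1 and 27.2% in hatched blastocysts with the pseudocount 0.1, and 57.2 and 9.66%, 61.5 and 16.3%, and 28.7 and 11.3% in an ordinary principal component analysis, which includes the variance within groups. Hierarchical clustering gave 3509 and 4374 genes high in hatched blastocysts (748 and 1832) and 392 and 899 high in morulae (3107 and 3300) in vivo and in vitro. The correlation of stage changes between sources was 0.79 and 0.586 with Spearman's rho, and 0.865 and 0.691 among genes of at least 10 CPM (0.833 and 0.648). Split morulae, fewer per test, left 279 shared DEGs in vivo (595).

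With an estimated correlation, camera called 1 list (11 at the preset one) and 7 (15) in the 2 transitions in vivo, 1 (8) and 3 (21) in vitro, 4 (11) between sources, 3 (14) in labelled females and 4 (8) in labelled males. An adjusted p under 0.05 with no limit on the fold change called 407 list members from morula to hatched blastocyst in vivo (191), 704 in vitro (396), 379 between sources (139), 168 in labelled females (47; 72 when adjusted over the list alone) and 288 in labelled males (105).

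Of the named genes, EIF1AY reversed between the labelled sexes: in vitro to 2.21 without the hatched blastocysts under 2 M reads (adjusted p = 0.978, 0.72 to 1.0 over its alternatives), with −1.73 to 2.04 when 1 embryo was left out, and in vivo −2.16 to 0.34, above 0 without G3 (0.34) or G4 (0.05). Between sources, the folds and calls of the named genes were kept in 1123 cases, 120 calls were lost and 26 gained, with 84 lost in the replicate block (median absolute log2 fold change 2.46, 2.42 reported) and 20 in the embryos with a shared code without it (1.30, 1.45 reported); in labelled females 209, 23 and 16, and in labelled males 246 kept and 2 lost. In the stage transitions 380 and 264 were kept in vivo with 3 and 2 lost, and all 413 and 275 in vitro. No named gene other than EIF1AY reversed under the alternatives run.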

Differences from the paper's values

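Leaving out the embryos without a shared code, the pseudocount of 0.1 for counts of DEGs, limma without the trend, the edgeR quasi-likelihood test and leaving out the hatched blastocysts under 2 M reads were chosen after the values were seen; the other alternatives were set before the data were examined. Counts of DEGs use the thresholds the paper states, apart from the alternative with no limit on the fold change.

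From the 4-cell stage to the morula in vivo the paper gives 10089 DEGs, and 4521 were found here. Of the alternatives set before the data were examined, all 3 stages in the fit gave 6747, within 1.5 times the paper's count; median-of-ratios normalization (4683), a filter in each compared group (3703), no filter (4283), no limit on the fold change (4521), the edgeR likelihood ratio test (4841), DESeq2 (5142) and leaving out 1 in vivo 4-cell embryo (3988 to 5236) did not come within it. Between sources of hatched blastocysts the paper gives 398 DEGs, and 769 were found here. None of the settings set before the data were examined came within 1.5 times, with 756 after median-of-ratios normalization, 772 with a filter in each compared group, 659 with no filter, 1174 with no limit on the fold change, 1210 by the edgeR likelihood ratio test, 1082 by DESeq2, 734 with labelled sex as a covariate and 0 with the replicate block on the codes (limma; 3504 at an unadjusted p under 0.05). The embryos with a shared code and no block gave 312, a setting chosen after the values were seen, and it drops 174 of the 387 genes past the thresholds in the authors' own table.

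For hatched blastocysts labelled female the paper gives 33 DEGs between sources against 126 here, and for those labelled male 241 against 463. No setting came within 1.5 times of either: the counts ran from 8 (without the hatched blastocysts under 2 M reads, chosen after the values were seen) and 53 (without the in vitro embryo D3) to 220 (DESeq2) in labelled females, and from 375 (no filter) to 861 (edgeR likelihood ratio test) in labelled males. The paper's DEGs common to both sexes number 31 and those in either 243, against 85 and 504 here, for which no alternative was run.

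On component 2 of the hatched blastocysts the paper shows about 3.1% in Fig. 6a, read by eye, against 18.9% here, 27.2% with the pseudocount of 0.1, 19.0% with all genes with a count and 11.3% in an ordinary principal component analysis, none of them within 1.5 times. The DEGs shared by the transitions in vivo number about 1500 in Fig. 3, read by eye, against 595 here and 279 with split morulae, which leave fewer per test. Of the 3 in vivo patterns in Fig. 4, read by eye, the paper shows about 4200 genes high at the 4-cell stage, about 5000 rising with development and about 1700 high in morulae, against 1717, 748 and 3107 here. Hierarchical clustering gave 1671, 3509 and 392, of which the second came within 1.5 times, and the pseudocount of 0.1 gave 1683, 655 and 3234, none within it. In vitro the paper shows about 3400 rising genes and about 1800 high in morulae in Fig. 4, read by eye, against 1832 and 3300 here; hierarchical clustering gave 4374 and 899, of which the first came within 1.5 times, and the pseudocount of 0.1 gave 1584 and 3557, neither within it.

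IPMK is specific to females in the paper. Here it was a DEG in both labelled sexes, with log2 fold changes of 1.80 (adjusted p = 0.000358 from limma) in labelled females and 1.19 (0.000312) in labelled males; it was not called in labelled females with no filter (0.00108) or without the in vitro embryo A4, D3 or E4 or the in vivo embryo E4 or G3, and in labelled males it was not called with only the 2 compared groups in the fit (0.0013) or, chosen after the values were seen, in limma without the trend (0.00113). RAC1 was a DEG in labelled females alone (1.30, 0.000636; 0.76 and 0.00205 in labelled males), as the paper has it, but the call was lost with no filter (0.0013), with only the 2 compared groups in the fit (0.00112), without any 1 of the labelled-female embryos other than the in vivo B4 and, chosen after the values were seen, in edgeR quasi-likelihood (0.0015), in limma without the trend (0.00198) and without the hatched blastocysts under 2 M reads (0.0187), and the interaction of source and label gave 0 genes in limma (1386 at an unadjusted p under 0.05) and 1 each in edgeR quasi-likelihood, edgeR likelihood ratio and DESeq2. The paper's other DEGs of females were all shared with males, whereas 41 of 126 were called in labelled females alone here. SLC1A5 and CBS, which the paper shows as higher in vitro in both sexes, were higher in labelled females by 4.07 and 2.63 without being DEGs (adjusted p = 0.00587 and 0.00166); edgeR (likelihood ratio and quasi-likelihood), DESeq2 and a fit of the 2 compared groups called both, leaving out D3 called SLC1A5, and the pseudocount of 0.1 called CBS. The other 9 of 11 genes of that figure were DEGs in both labelled sexes.

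Sex was assigned in the paper from Y transcripts, but EIF1AY was over 10 CPM in 8 of 15 embryos labelled female. The paper describes the DEGs of 3 pathways as higher in hatched blastocysts throughout. Here 17 of 19 DEGs of the NRF2 response in vivo and 26 of 28 in vitro were higher. For xenobiotic metabolism these were 8 of 10 and 14 of 17, and for 14-3-3 signaling 6 of 9 and 12 of 17. The paper used the gene sets of its pathway software and a higher fold cut-off, and the lists here were written from general knowledge. The genes that fell may thus lie outside the paper's sets. Genes of the third pattern are low again in hatched blastocysts in the paper, whereas by k-means the mean standardized level of the 4-cell, morula and hatched blastocyst stages was −1.67, 0.46 and 0.38 in vivo; hierarchical clustering gave such a fall for 392 genes in vivo and 899 in vitro.

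In the authors' own tables, 10089, 2347, 8122 and 4023 genes pass the paper's thresholds in the transitions (in vivo, then in vitro), 387 between sources of hatched blastocysts and 0 between the sexes; the text of the paper gives 8152 and 398 where these tables hold 8122 and 387. The DEGs found here include 44.8, 65.4, 90.0 and 86.9% of the authors' DEGs of the transitions and 88.6% of those between sources. They share 4520 of 4521, 1534 of 1646, 7307 of 8426, 3497 of 4181 and 343 of 769 with those tables, all in the same direction, and the fold changes had a Pearson r of 0.864, 0.79, 0.865, 0.809 and 0.741 across genes. EIF1AY has a log2 fold change of −0.31 between the sexes in the authors' table, at an FDR of 1.0.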

Other observations

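The lists below were written before the data were examined and tested in in vitro against in vivo hatched blastocysts with limma and camera; SOX17 and GATA6 were picked out after their values were seen. Every camera call named here was lost with an estimated correlation between genes.

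Several markers of the hypoblast were lower in vitro. Of 20 markers 7 were lower and 0 higher (8 and 0 when adjusted over the list alone; camera adjusted p = 3.9e-05, and 0.169 with an estimated correlation). RSPO3, a Wnt agonist, had a log2 fold change of −3.09 (standard error 0.30, adjusted p = 2.48e-08 from limma, n = 10 each), BMP2 of −3.01, the matrix genes FN1 and COL4A1 of −4.18 and −2.82, and SOX17 of −2.10, whereas GATA6 was higher by 0.73 (0.000773) and short of the fold threshold. The summed CPM of the list was 2684 ± 480 in vitro and 4023 ± 1179 in vivo, most of it LRP2 (2253 and 3225 CPM).

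A few nucleolar genes and chaperones of the endoplasmic reticulum were lower in vitro too. Of 40 nucleolar genes 4 were lower and 0 higher (4 and 0 over the list alone; 2.48e-06, and 0.169 with an estimated correlation), with NIP7 at −1.08 and GAR1 at −1.12, and of 24 genes of heat shock and the unfolded protein response 3 were lower and 0 higher (3 and 0; 0.000294, and 0.169), with MANF at −1.19, HSPA5 at −1.43 and CALR at −1.47.

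Targets of hypoxia were higher in vitro in 2 of 20 cases and lower in 0 (2 and 0 over the list alone; 0.0227, and 0.169 with an estimated correlation), EGLN3 by 2.70 and BNIP3 by 1.52, while SLC2A1, on the same list, was lower. Of 52 genes of the NRF2 response 8 were higher and 3 lower (8 and 4; 0.0227, and 0.174). Of 21 genes of NAD, glutathione and polyamine metabolism 3 were higher and 1 lower (3 and 1; 0.457), with the glutathione enzymes GCLM and GCLC higher by 1.40 each, the arginase ARG1 higher by 1.30 and ARG2 lower, at −1.47. Of 22 apoptosis genes 4 were higher and 0 lower (4 and 0; 0.0802), among them BMF (1.48).

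Of 24 genes of DNA methylation and imprinting 1 was higher and 3 lower (1 and 3; 0.9; the median and mean log2 fold changes were −0.09 and −0.05 while camera gave the upward direction), with GRB10 at 2.84 and DNMT3A at −1.01. Of 22 genes of fatty acid synthesis 1 was higher, LPIN1 (3.04), and 2 lower, FADS1 (−1.54) and ACSL3 (−1.55) (1 and 2; 0.238). Of 19 interferon-stimulated genes 2 were higher, with STAT2 at 1.01, and 2 lower, IFIT1 (−1.77) and HERC5 (−2.11) (2 and 2; 0.9).

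Markers of other cells held few DEGs. Of 9 markers of cumulus and granulosa cells 1 was lower in vitro, CYP11A1 (0.7 CPM in vitro and 17 CPM in vivo), and 0 higher (2 and 0 over the list alone; 0.134). The summed CPM of all 19 cumulus and granulosa markers was 118 ± 59.1 in vitro and 246 ± 44.6 in vivo, most of it KITLG (84.9 and 176 CPM). By limma 0 DEGs were found among 12 markers of oviduct and uterine epithelium (3 at an unadjusted p under 0.05, 0.593), 7 of blood and immune cells (4, 0.441) and 6 of sperm and testis (1, 0.593), also over the lists alone; the edgeR quasi-likelihood test, the edgeR likelihood ratio test and DESeq2 called 1 each in the first and second list and 0 in the third. The most abundant members were UPTI, at 212 CPM in vitro and 228 in vivo, HBB in vitro (8.84), SRGN in vivo (2.6) and ODF2 (42.9 and 40.1). Of the 13 protein genes of the mitochondrial DNA 0 were among the identifiers, so their transcripts were not analysed here. The ribosomal proteins, 77 measured, held 0 DEGs between sources by limma and by each of the other 3 tests (5 at an unadjusted p under 0.05; camera adjusted p = 0.457).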
